# Dietary Protein Affects Gene Expression and Prevents Lipid Accumulation in the Liver in Mice

**DOI:** 10.1371/journal.pone.0047303

**Published:** 2012-10-23

**Authors:** Jessica Schwarz, Daniel Tomé, Annemarie Baars, Guido J. E. J. Hooiveld, Michael Müller

## Abstract

**Background and Aims:**

High protein (HP) diets are suggested to positively modulate obesity and associated increased prevalence of non-alcoholic fatty liver (NAFLD) disease in humans and rodents. The aim of our study was to detect mechanisms by which a HP diet affects hepatic lipid accumulation.

**Methods:**

To investigate the acute and long term effect of high protein ingestion on hepatic lipid accumulation under both low and high fat (HF) conditions, mice were fed combinations of high (35 energy%) or low (10 energy%) fat and high (50 energy%) or normal (15 energy%) protein diets for 1 or 12 weeks. Effects on body composition, liver fat, VLDL production rate and the hepatic transcriptome were investigated.

**Results:**

Mice fed the HP diets displayed a lower body weight, developed less adiposity and decreased hepatic lipid accumulation, which could be attributed to a combination of several processes. Next to an increased hepatic VLDL production rate, increased energy utilisation due to enhanced protein catabolic processes, such as transamination, TCA cycle and oxidative phosphorylation was found upon high protein ingestion.

**Conclusion:**

Feeding a HP diet prevented the development of NAFLD by enhancing lipid secretion into VLDL particles and a less efficient use of ingested calories.

## Introduction

Within the context of the metabolic syndrome clear links are demonstrated between non-alcoholic fatty liver disease (NAFLD) and insulin resistance, type 2 diabetes mellitus and obesity [1], [2]. NAFLD develops from hepatocellular steatosis via non-alcoholic steatohepatitis (NASH) to fibrosis and can eventually end up in irreversible cirrhosis [2], [3]. In western populations the prevalence of NAFLD is estimated to be between 30–46% [4]. In obese patients the prevalence of developing NASH or fibrosis was found to be even increased to 60–70% [5], [6]. In addition to genetic predisposition, amongst others in apolipoprotein encoding genes [7], [8], environment and lifestyle may affect the development of fatty liver. Patients suffering from NAFLD were observed to consume more food from fast food restaurants and have a more sedentary lifestyle as well as a lower fitness level compared to people not diagnosed with NAFLD [4], [9]. In intervention studies which targeted regression of hepatic lipids, an increase in physical activity was mostly successful in combination with a reduction in energy intake [10], [11].

The amount of hepatic lipids can be modified by the macronutrient composition of the diet by modulating hepatic fatty acid uptake, lipogenesis, fatty acid oxidation and triglyceride secretion [12], [13]. It has been observed that high fat (HF) diets lead to hepatic lipid accumulation in both humans [14], [15] and rodents [16], [17]. Recently, evidence links a high intake of simple carbohydrates and fructose, mainly by consumption of soft drinks, with the development of NAFLD and even NASH [18], [19]. In rats fed a diet rich in fructose, an increase in hepatic fat was likewise observed [20], [21]. In contrast, diets high in protein are suggested to prevent and decrease hepatic lipid content. In rodents, it has been shown that augmenting the amount of protein during high fat feeding results in reduced adiposity and liver fat [22], [23]. In human, the increase in intrahepatocellular lipid (IHCL) deposition induced by a HF diet was reduced when dietary protein was augmented [15]. Most of these studies, however, were short term interventions and long term treatment might lead to different results.

The present study in mice aims at analysing mechanisms reducing hepatic lipid content in response to a HP diet. Mice were fed different combinations of high fat and high protein diets for 1 or 12 weeks to investigate the acute and long term effect of such a diet on body adiposity, liver fat, VLDL production rate and hepatic gene expression. We hypothesise that augmenting the amount of dietary protein affects liver lipid uptake, *de novo* lipogenesis, nutrient oxidation and VLDL secretion.

**Table 1:** Diet Compositions.^1^

	Low fat-normal protein diet (LF-NP)	High fat-normal protein diet (HF-NP)	Low fat-high protein diet (LF-HP)	High fat-high protein diet (HF-HP)
Metabolisable energy, *kJ/g*	16.1	18.5	16.1	18.5
	*g/kg dry matter*			
Total milk protein^2^	140	160	484	580
Cornstarch^3^	361.35	291.3	189.35	80
Sucrose^4^	361.35	291.4	189.35	80
Soybean oil^5^	40	40	40	40
Palm oil^5^	0	120	0	123
AIN 93M mineral mix^6^	35	35	35	35
AIN 93V vitamin mix^6^	10	10	10	10
a-Cellulose^7^	50	50	50	50
Choline^6^	2.3	2.3	2.3	2.3

1 All dietary components were purchased (sources given below) or prepared by UPAE (Unité de Préparation des Aliments Expérimentaux, French National Institute of Agronomic Research, INRA, Jouy en Josas, France).

2 Nutrinov, Rennes, France.

3 Cerestar, Haubourdin, France.

4 Eurosucre, Paris, France.

5 Bailly SA, Aulnay-sous-bois, France.

6 ICN biochemicals, Cleveland, OH.

7 Medias filtrants Durieux, Torcy, France.

## Materials and Methods

### Ethics statement

All animal experiments were approved by the Animal Experimentation Board at Wageningen University (record #2010017) and carried out according to the guidelines of the European Convention of Vertebrate Animals Used for Experimentation, under European Council Directive 86/609/EEC dated November, 1986.

**Figure 1:**
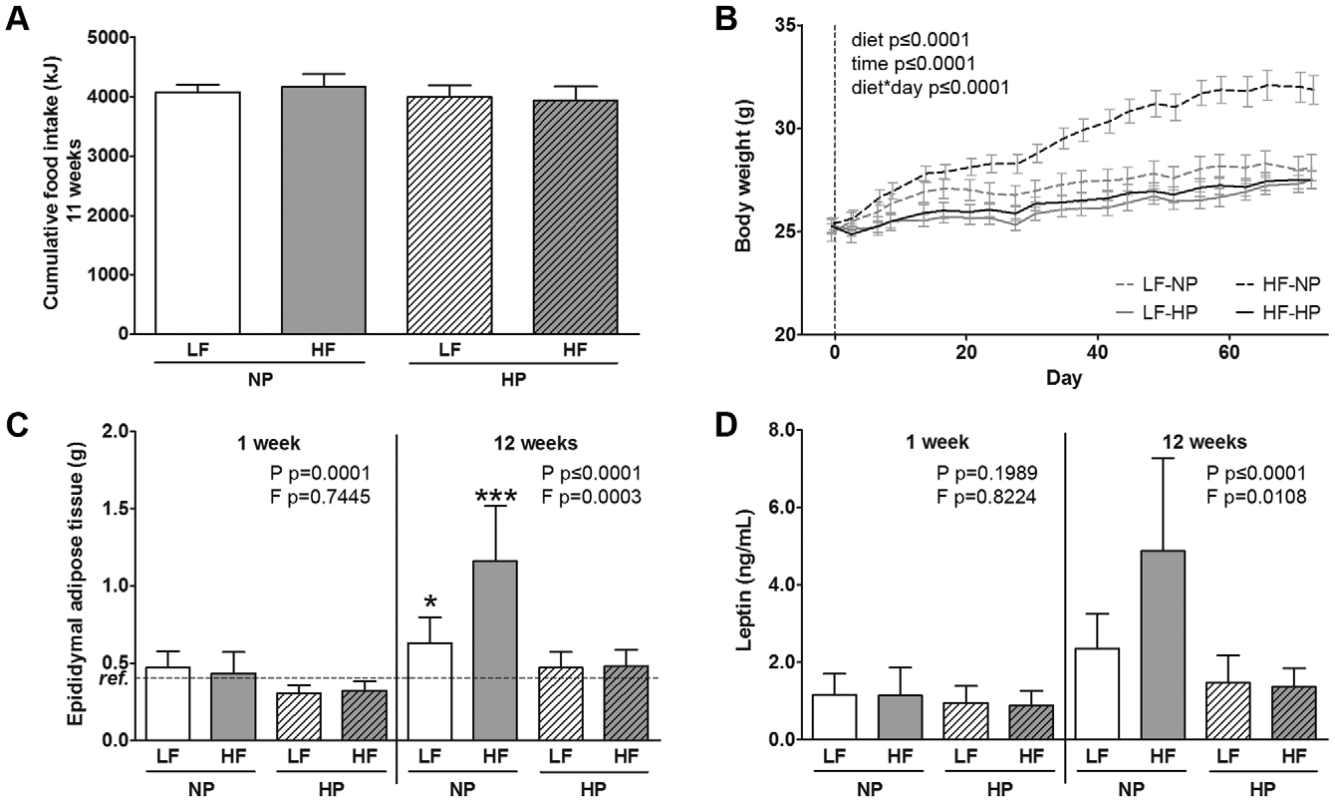
Body composition and food intake. Whereas cumulative food intake (A) did not differ (mean ± SD), *ad libitum* fed C57BL/6J mice (n = 10 per group) in the HF-NP group developed a higher body weight (B) compared to the other groups (mean ± SEM). Epididymal adipose tissue mass (C) and plasma leptin (D) are likewise increased in the HF-NP group. Effects of increased dietary protein (P) and fat (F) within one time point were tested using general linear model with P and F as fixed factors. * represents values significantly different from the reference group (ref.) as determined by one way ANOVA: *p≤0.05, **p≤0.01, ***p≤0.001.

### Animals and diets

Male C57BL/6J mice aged 8 weeks were purchased from Charles River (L'Arbresle, France) and housed in pairs in the light and temperature-controlled animal facility of Wageningen University (12∶12 h reversed light/dark cycle, 20±2°C). At 10 weeks of age, mice were stratified according to their bodyweight into 9 diet groups (n = 10 per group). Diets were provided as powder in specifically designed food cups to minimise spillage. All groups received a low fat-normal protein diet (LF-NP, 10 and 15 energy% from fat and protein, respectively) as run-in of two weeks prior to the dietary intervention. One group was sacrificed after the run-in period to serve as reference group. The other groups either continued on the LF-NP diet or were switched to a high fat-normal protein (HF-NP, 35 and 15 energy% from fat and protein, respectively), a low fat-high protein (LF-HP, 10 and 50 energy% from fat and protein, respectively) or a high fat-high protein (HF-HP, 35 and 50 energy% from fat and protein, respectively) diet which they received for 1 or 12 weeks. For diet compositions see table 1. Body weight was recorded twice a week at the end of the light phase. Food intake was measured daily by weighing back the food cups when replaced with fresh food at the end of the light phase. Spilled feed was collected and taken into account in the analysis. The week prior to sacrifice, mice were habituated to a modified feeding schedule. Food was removed at the beginning of the light phase. One hour after beginning of the dark phase, mice received a calibrated meal of 12.1 kJ to be consumed during 2 hours before getting *ad libitum* access to their habitual diet. The day of sacrifice, mice received the calibrated meal at the habitual time and were anaesthetised with Isoflurane 2 hours later. Blood was taken by orbital puncture and plasma was stored. Liver and epididymal adipose tissue were removed, weighed and snap frozen in liquid nitrogen. Tissue was stored at 80°C until further analysis.

**Figure 2:**
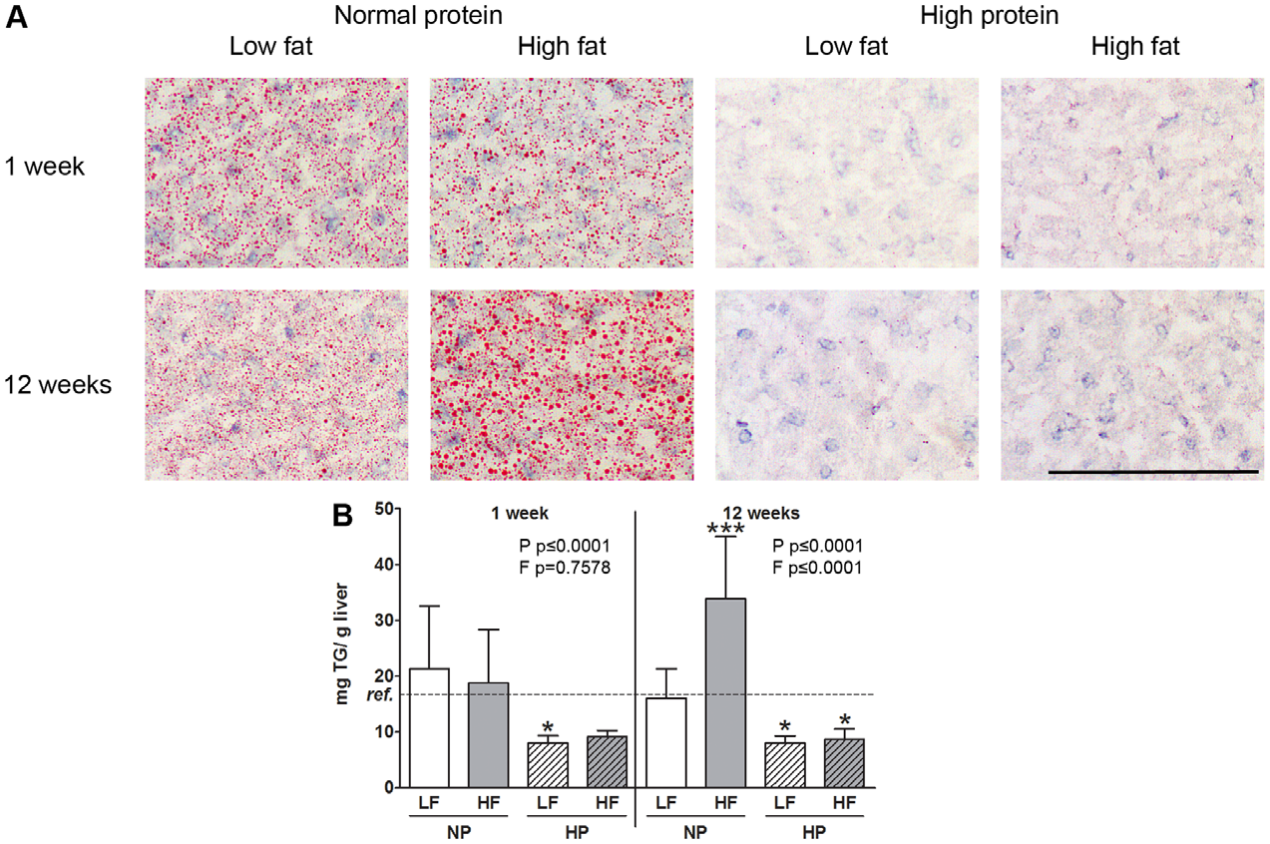
Hepatic steatosis. In mice fed the LF-NP and HF-NP large amounts of lipid droplets can be detected after 1 week and 12 weeks of dietary intervention. Mice fed the high protein diets (LF-HP and HF-HP) these lipid droplets are almost absent. (A) Oil red O staining of representative 5 µm liver sections of the 8 groups. Pictures were taken with a light microscope at 20x magnification. Bar represents 50 µm. (B) Hepatic triglycerides (mean expressed in mg/g liver) are decreased by HP feeding after 1 and 12 weeks and increased by HF feeding after 12 weeks. Effects of increased dietary protein (P) and fat (F) within one time point were tested using general linear model with P and F as fixed factors. * represents values significantly different from the reference group (ref.) as determined by one way ANOVA: *p≤0.05, **p≤0.01, ***p≤0.001.

### Liver phenotyping

Liver dry weight was determined by lyophilisation of samples at −40/−50°C and 10 Torr. Water content was calculated subsequently. Liver protein and triglycerides were determined in 5% liver homogenates prepared in buffer containing 2 mM EDTA and 10 mM Tris at pH 7.5 using enzymatic colorimetric assays (Protein Determination Kit, Cayman Chemical Company, Ann Arbor, Michigan; Triglycerides liquicolor mono, Human Diagnostics, Wiesbaden, Germany). For oil red O/haematoxylin staining frozen livers were sectioned at 5 µM in a Cryostat (Leica Microsystems BV, Rijswijk, the Netherlands), mounted on glass slides and air-dried for 30 minutes at room temperature. Sections were fixed in 4% buffered formaldehyde for 10 minutes prior to staining which was performed using standard protocols. Pictures of liver sections were taken with a light microscope (Olympus BX41, Essex, UK) at 20x magnification.

**Table 2:** Liver weight and composition (means ± SD) of C57BL/6J mice fed four different diets for 1 and 12 weeks.

Liver	Time point	LF-NP	HF-NP	LF-HP	HF-HP	p-value (HP)	p-value (HF)
Total weight (g)	Reference	1.08±0.07	-	-	-	*-*	*-*
	1 week	1.06±0.15	1.07±0.15	1.34±0.07***	1.22±0.14*	≤0.0001***	*0.2339*
	12 weeks	1.11±0.10	1.15±0.12	1.24±0.10*	1.21±0.12	*0.0159* *	*0.7723*
Dry weight (g)	Reference	0.30±0.12	-	-	-	*-*	*-*
	1 week	0.35±0.14	0.39±0.06	0.44±0.06*	0.40±0.05	*0.0866*	*0.9133*
	12 weeks	0.35±0.10	0.40±0.15	0.40±0.10	0.44±0.03*	*0.3963*	*0.3958*
Water content (g)	Reference	0.76±0.13	-	-	-	*-*	*-*
	1 week	0.70±0.16	0.68±0.11	0.90±0.08	0.82±0.10	0.0001***	*0.1662*
	12 weeks	0.76±0.16	0.76±0.13	0.83±0.08	0.78±0.10	*0.0442* *	*0.7989*
Protein content (g/g liver)	Reference	0.79±0.12	-	-	-	*-*	*-*
	1 week	0.76±0.13	0.87±0.12	0.77±0.17	0.83±0.10	*0.7560*	*0.0444* *
	12 weeks	0.84±0.12	0.80±0.10	0.81±0.12	0.85±0.17	*0.8208*	*0.9961*

Groups are compared to the reference group. High protein (HP) and high fat (HF) feeding was tested within one time point.

* expresses significant difference to reference group: *p≤0.05, **p≤0.01, ***p≤0.001.

### VLDL production

VLDL production was determined on an additional set of mice (n = 9/group) after feeding the 4 diets for 1 week. Diets, treatment, food intake and body weight development were highly similar to the first set (data not shown). The experiment started at the beginning of the dark phase. After 12 hours of fasting mice were anaesthetised by an intra-peritoneal injection of hypnorm and dormicum (5x diluted; 0.1 ml/10 g bodyweight). Subsequently the LPL-inhibitor tyloxapol (Triton WR1339, Sigma, 0.5 µg/10 g bodyweight as 15% solution (w/w) in saline) was injected intra-orbitally. Plasma was sampled from tail bleedings and triglyceride and glycerol concentrations were measured every 30 minutes for 180 minutes to determine VLDL production. VLDL-TG production rate was determined from the slope of the curve from all individual mice.

**Figure 3:**
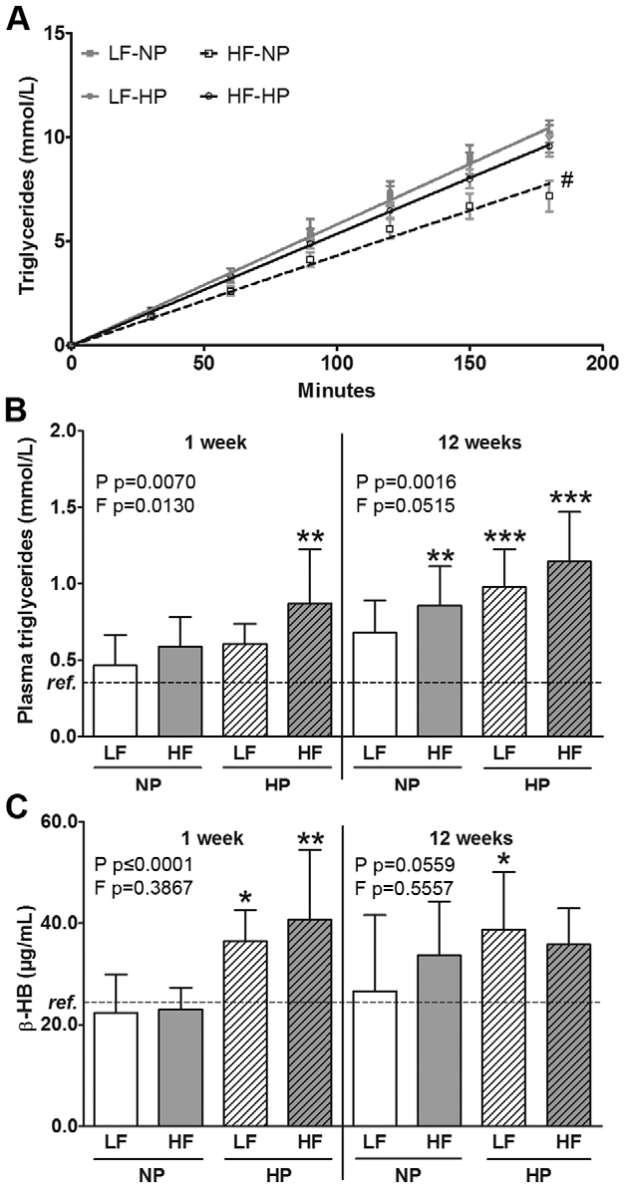
Fasted and postprandial plasma values. Fasted plasma triglyceride concentration after Triton WR1339 injection (A). Hepatic VLDL production rate is lower after 1 week of HF-NP feeding (mean ± SEM). Plasma concentrations 2 hours postprandial to a standardised meal indicating increased TG (B) and BHB (C) in HP-fed mice in comparison with NP-fed mice. Effects of increased dietary protein (P) and fat (F) within one time point were tested using general linear model with P and F as fixed factors. * represents values significantly different from the reference group (ref.) as determined by one way ANOVA: *p≤0.05, **p≤0.01, ***p≤0.001. # represents significant difference from all other groups as determined using one way ANOVA.

### Plasma measurements

Plasma triglyceride concentration was determined using an enzymatic colorimetric test (Triglycerides liquicolor mono, Human Diagnostics, Wiesbaden, Germany). Concentrations were corrected for free plasma glycerol (Free glycerol FS*, DiaSys Diagnostic Systems GmbH, Holzheim, Germany). For determination of plasma β-hydroxybutyrate, the enzymatic assay β-Hydroxybutyrate LiquiColor (Stanbio Laboratory, Boerne, Texas) was used. Plasma leptin was measured using the Leptin (Mouse/Rat) ELISA (ALPCO Diagnostics, Salem, New Hampshire).

**Figure 4:**
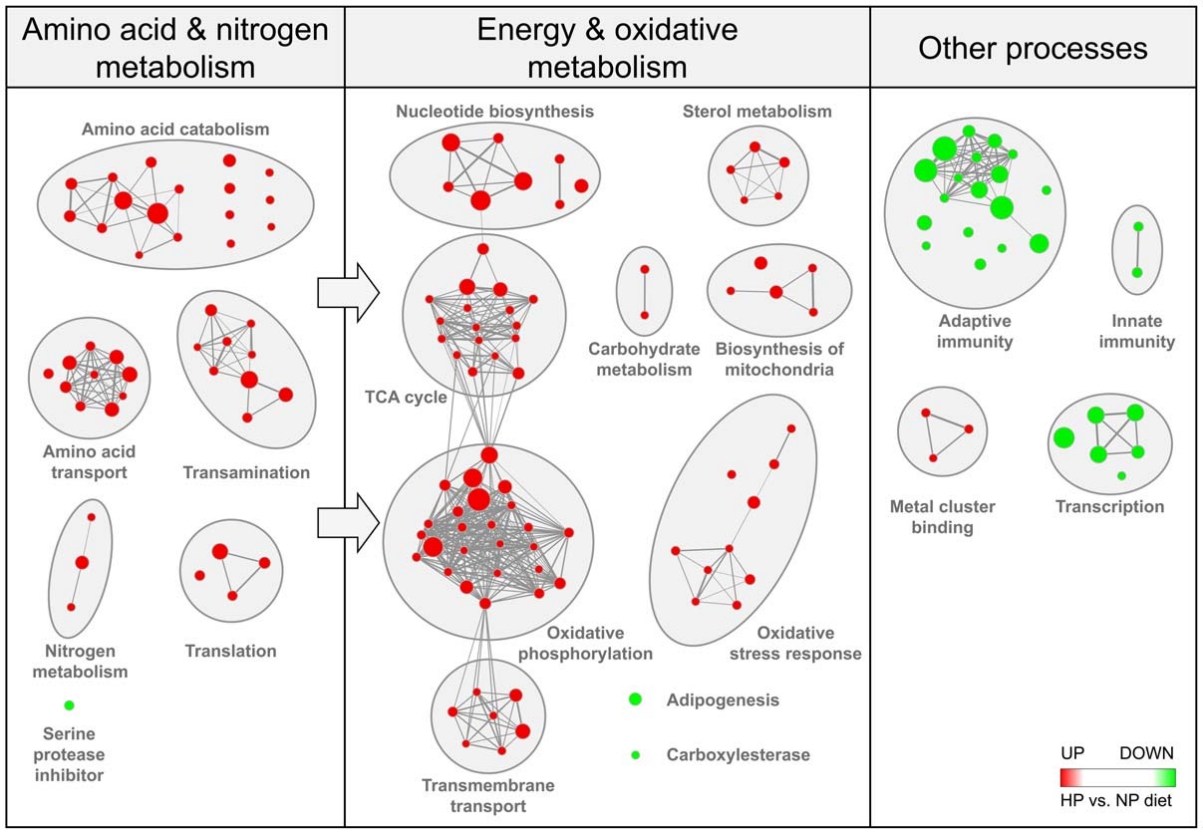
Enrichment map for HP versus NP feeding to identify biological functions. The map displays the enriched gene-sets in HP fed vs. NP fed mice, independent of background diet and time. Nodes represent gene-sets while edges represent overlapping genes. Gene-sets that did not pass the enrichment significance threshold (p≤0.005 and false discovery rate (FDR) ≤0.1) are not shown. Red node colour represents enrichment in HP fed animals (or induction by HP diet), whereas green represents enrichment in NP fed animals (or suppression by HP diet). Clusters of functionally related gene-sets were manually circled and assigned a label.

**Figure 5:**
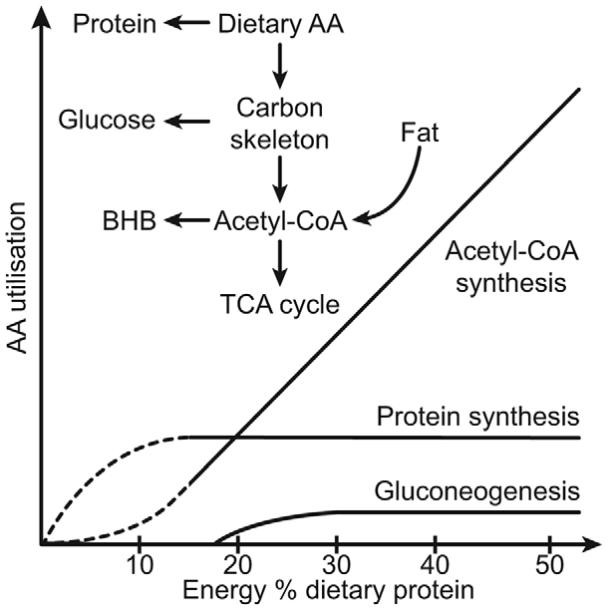
Schematic fate of dietary amino acid utilisation in the liver. Dietary amino acids are firstly used for protein synthesis; however, this can only happen to a limited extent. Subsequently, carbon skeletons can be utilised for gluconeogenesis in a very limited amount. An overload of the liver with dietary amino acids promotes catabolism to acetyl-CoA. Synthesised acetyl-CoA is either channelled into the TCA cycle or used for BHB production. With increasing ingestion of protein, amino acid oxidation and production of BHB from acetyl-CoA becomes more important in relation to gluconeogenesis and protein synthesis.

### Statistical analysis

All data are expressed as means ± SD. Effects of increased dietary protein and fat within one time point were tested for statistical significance using general linear model with HP and HF as fixed factors in PASW Statistics 18.0 software (SPSS Inc., Chicago, Illinois). Mean values were compared to the reference group using one way ANOVA and Dunnett as post hoc test. Body weight was tested using a linear mixed model with diet as main and time as repeated factor. Least significant difference (LSD) test was used as post hoc test. Effects of the diets on food intake and VLDL production rate were tested using one way ANOVA. For all tests, p-values ≤0.05 were considered to be statistically significant.

### Liver transcriptome analysis

Total RNA was extracted from liver tissue with TRIzol reagent (Invitrogen, Breda, the Netherlands) and purified using SV total RNA isolation system (Promega, Leiden, the Netherlands). Concentrations of RNA samples were determined on a NanoDrop ND-1000 UV-Vis spectrophotometer (Isogen, Maarssen, the Netherlands). Total purified liver RNA of 5 mice per group was subsequently pooled at a concentration of 500 ng/mouse. Quality of the pooled RNA was assessed on an Agilent 2100 bioanalyzer with the 6000 Nano Kit using the Eukaryote Total RNA Nano assay (Agilent Technologies, Amsterdam, the Netherlands). RNA was judged as being suitable for array hybridization only if samples showed intact bands corresponding to the 18S and 28S ribosomal RNA subunits, displayed no chromosomal peaks or RNA degradation products and had a RNA integrity number (RIN) above 8.0. The Ambion WT Expression kit (Life Technologies, P/N 4411974) in conjunction with the Affymetrix GeneChip WT Terminal Labelling kit (Affymetrix, Santa Clara, CA; P/N 900671) was used for the preparation of labelled cDNA from 100 ng of total RNA without rRNA reduction. Samples were hybridized on Affymetrix GeneChip Mouse Gene 1.0 ST arrays. Quality control and normalisation were performed using Bioconductor packages integrated in an on-line pipeline [24]. Probe sets were redefined according to Dai et al. [25]. Probes were reorganized based on the Entrez Gene database, build 37, version 2 (remapped CDF v14). Normalised expression estimates of probe sets were computed by the robust multiarray (RMA) analysis algorithm available in the Bioconductor library AffyPLM using default settings [26]. Array data have been submitted to the Gene Expression Omnibus and is available under accession number GSE37897.

### Gene set enrichment analysis (GSEA) and enrichment maps

Changes in gene expression due to dietary protein independent of intervention duration and background diet were related to functional changes using gene set enrichment analysis (GSEA) [27]. For each of the 21 212 genes on the array, the ratio of the mean signal intensity of the HP groups and the mean signal intensity of the NP groups was calculated and ranked. Subsequently signal intensity ratios were analysed for over- or underrepresentation in predefined gene sets derived from Gene Ontology, KEGG, National Cancer Institute, PFAM, Biocarta, Reactome and WikiPathways pathway databases. Only gene sets consisting of more than 15 and fewer than 500 genes were taken into account. The statistical significance of GSEA results was determined using 1 000 permutations. The Enrichment Map plugin for Cytoscape was used for visualization and interpretation of the GSEA results [28], [29]. The enrichment map was generated with gene sets that passed conservative significance thresholds (p-value <0.005, False Discovery Rate (FDR) <0.1, Jaccard Overlap Combined Cut-off >0.375). This resulted in a network of 154 nodes (gene sets), of which 125 were positively and 29 were negatively enriched. Clusters of processes were manually circled and assigned a summarising label. A high resolution version of the enrichment map containing the names of all gene sets can be found in supporting information (Figure S1). For selected clusters of processes, genes contributing to the enrichment of the gene sets were extracted. For each of those genes, fold changes (FC) of signal intensity of the treatment group in comparison with the reference group were calculated and expressed in a heat map (Table S1). Additionally, genes contained in gene sets describing fatty acid oxidation are expressed in table S1.

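Fold changes against the reference pool were computed here from the RMA values for the 1176 genes of Table S1 with a value, as the ratio of linear signal of 2 arrays, and no test was run on them. Across genes, which are not independent replicates, the correlation of log2 fold changes with those of Table S1 lay between 0.875 for the HF-NP pool of 1 week and 0.955 for the HF-HP pool of 12 weeks. For all 8 diet pools the column of the same diet and week correlated best. Between 1 and 3 genes per pool differed from Table S1 by more than 1.5-fold.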

## Results

### HP feeding reduced high fat diet-induced body weight gain

Cumulative food intake did not differ between the dietary groups (p = 0.3235) (Figure 1 A). However, only mice fed the HF-NP, but not those fed the HF-HP diet, gained significantly more weight (p<0.0001) compared to the other groups during the entire dietary intervention period (Figure 1 B). This was accompanied by a high fat-induced larger epididymal adipose tissue mass after 12 weeks (p = 0.0003, Figure 1 C). After increasing dietary protein content, adipose tissue mass of HP-fed mice was significantly lower compared to NP-fed mice already after 1 week of diet (p = 0.0001). This effect was even stronger after 12 weeks (p≤0.0001). In line with these findings plasma leptin concentrations were significantly elevated by high fat feeding (p = 0.0108) over 12 weeks, while they were significantly lower after high protein feeding (p≤0.0001, Figure 1 D).

### HP feeding induced lower intrahepatic lipid accumulation

Augmenting dietary protein leads to an increase in liver weight compared to the reference group after both 1 and 12 weeks of diet (Table 2). The higher liver weight might partly be explained by increased water content in response to a HP diet after 1 week (p = 0.0001) and 12 weeks (p = 0.0442). Effects on dry weight are less pronounced although a significant increase after 1 week in the LF-HP group and after 12 weeks was detected in the HF-HP group compared to the reference group. Liver protein content was increased by HF feeding only after 1 week (p = 0.0444). To investigate the effect of high protein feeding on hepatic steatosis, frozen liver sections were stained for lipids with oil red O. Mice fed the LF-NP and HF-NP diet show signs of hepatic steatosis characterised by lipid droplets after 1 week of the dietary intervention and maintained it for the following weeks (Figure 2 A). Animals fed the high protein diets (LF-HP and HF-HP) were visibly protected from hepatic lipid accumulation as shown by the absence of lipid droplets on the liver sections. Quantitaive measurements demonstrated that hepatic triglyceride levels were only significantly elevated in the HF-NP group after 12 weeks intervention compared to the reference group (Figure 2 B). At the same time HP feeding significantly lowered hepatic triglycerides both after 1 and 12 weeks (p≤0.0001) independent of the fat content of the background diet.

### HP feeding restored the HF-induced reduction in VLDL production rate and increased postprandial plasma TG and β-hydroxybutyrate

Hepatic VLDL production was determined in fasted mice after 1 week of dietary intervention (Figure 3 A). VLDL production rate of HF-NP fed mice was decreased by 26% compared to LF-NP animals (2.59±0.09 vs. 3.49±0.07 mM/h for HF-NP and LF-NP, respectively, p = 0.0234). This effect was blunted when fed a HF-HP diet. Also in the postprandial state, after 1 and 12 weeks of the respective diets, TG levels were significantly elevated by HP feeding (p = 0.0070 and p = 0.0016, respectively, Figure 3 B). HF feeding had only a significant effect on increased plasma TG after 1 week (p = 0.0130). β-hydroxybutyrate (BHB) significantly increased in response to HP feeding after 1 week of diet (p≤0.0001, Figure 3 C). After 12 weeks the protein effect was not significant anymore (p = 0.0559). However, compared to the reference group, animals fed the LF-HP and HF-HP diet for 12 weeks had around 50% higher plasma BHB levels (p = 0.0090 and p = 0.0557, respectively).

### Hepatic gene expression in response to HP feeding

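Liver RNA was measured in 9 pools on Affymetrix Mouse Gene 1.0 ST arrays, which read each gene with short probes spread over its exons. Each pool held liver RNA of 5 mice of 1 group and was hybridised to 1 array. A single pool came from the reference mice at the end of the run-in (week 0), and 8 came from mice fed the LF-NP, LF-HP, HF-NP or HF-HP diet for 1 or 12 weeks. Carbohydrate supplied 75, 40, 50 and 15% of the energy of the LF-NP, LF-HP, HF-NP and HF-HP diets, so HP diets held more protein and less carbohydrate than NP diets at both fat levels. The values used are the authors' expression estimates by robust multiarray analysis (RMA), which subtracts background, brings the arrays to a common distribution and summarises the probes of each probe set on a log2 scale. They are given for the array's own probe sets and not for the probe sets regrouped by Entrez Gene that the methods describe. Gene symbols of the array annotation named 21789 probe sets with 1 gene, 1621 with several and 12146 with none, so that 38.7% of the probe sets were not named with 1 gene. The brightest probe set was taken for each gene, which left 19938 genes. The correlation between arrays over all probe sets lay between 0.988 and 0.993. HP and NP pools were compared in limma with fat and week as covariates, over the 8 diet pools and with 4 residual degrees of freedom. The spread behind each p-value is that between pools of different fat level and week, since each diet and week had 1 array and the mice in a pool are averaged. The number of arrays limits the precision. Gene lists were tested with camera, a test of whether the genes of a list rank above or below all other genes, at its preset correlation of 0.01 between genes. Each list is given also with a correlation estimated from these pools and with a rotation test of limma, which keeps the correlation between genes and was added after the calls of camera were seen. In simulated data with no HP effect and the residual correlation of these pools, camera at the preset correlation called a median of 15 of the 59 lists, and the estimated correlation called a median of 0.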

Hepatic gene expression was determined by microarray analysis of pooled RNA samples. Gene set enrichment analysis revealed several clusters of processes being enriched as a result of HP feeding independent of the background diet and the time point (Figure 4). 

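In the liver of HP-fed mice, lists of genes for nitrogen disposal, mitochondrial respiration and glutathione conjugation lay above the other genes, and lists of genes for interferon response, complement and coagulation, serpins and carboxylesterases lay below them. These are the 10 of 59 lists that the rotation test called, 6 higher and 4 lower, while camera with an estimated correlation called 0 of the 59 (smallest adjusted p = 0.268 with an estimated correlation). Medians of the higher lists ran from 0.16 for respiratory complex IV to 0.22 for the urea cycle on the log2 scale, and those of the lower lists from -0.09 for complement and coagulation to -0.29 for carboxylesterases. For all 10, the median had the same sign in the 4 matched comparisons of an HP with an NP pool of the same fat level and week. At its preset correlation, camera called 28 lists, 20 higher and 8 lower. A preranked test (fgsea) on the ratio of mean signal in HP to mean signal in NP pools, with the size limits and thresholds of the paper, called 14 of the 39 lists large enough for it, 9 higher and 5 lower.

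**Figure D1:**
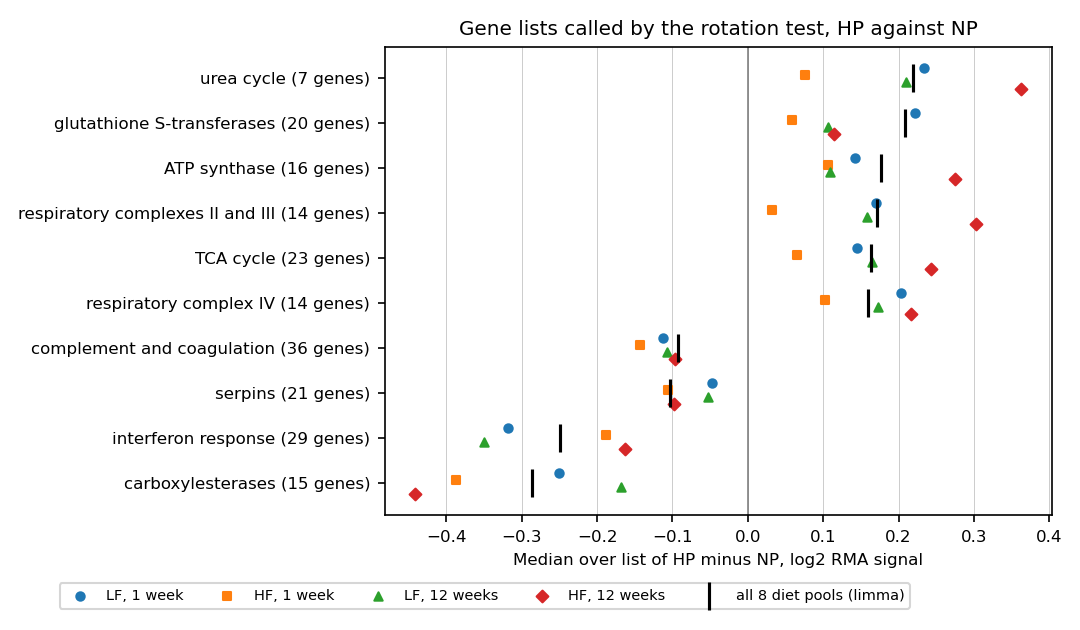
Median over each list of the HP minus NP difference in log2 RMA signal (horizontal axis) for the 10 lists called by the rotation test. Points are the 4 matched comparisons by fat level and week, and bars are the estimates over all 8 diet pools. All points of a list lie on 1 side of 0.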

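Some of the genes that break down amino acids were higher in HP pools. Of 55 genes of amino acid catabolism, 3 were higher and 0 lower at an adjusted p under 0.05 from limma, 52 did not pass, and 22 were higher and 1 lower when adjusted over the list alone. Acmsd, which directs tryptophan breakdown towards complete oxidation and away from NAD synthesis, rose by 1.87 on the log2 scale (standard error 0.18, adjusted p = 0.0148). Its level was 10.10 ± 0.34 (SD, n = 4 pools) in HP and 8.23 ± 0.48 (SD, n = 4) in NP pools. Cth, which releases cysteine from cystathionine, rose by 0.69 (standard error 0.08, adjusted p = 0.0341), and Aass, which starts lysine breakdown, rose by 0.55 (standard error 0.08, adjusted p = 0.0498). Across the list 49 of 55 genes had a positive difference, with a median of 0.15 (camera adjusted p = 1.4e-16, adjusted p = 0.268 with an estimated correlation and 0.0654 by rotation). Serpins, a family made up mainly of serine protease inhibitors secreted by the liver, were lower. Of the 21 serpins analysed among 31 listed, 1 was lower and 0 higher, and 2 were lower when adjusted over the list alone. Serpina12 (vaspin) fell by 2.23 (standard error 0.21, adjusted p = 0.0137), from 7.98 ± 0.22 (SD, n = 4) in NP to 5.75 ± 0.53 (SD, n = 4) in HP pools. The differences were -0.14 for Serpina3n and -0.03 for Serpinc1 (antithrombin). For all serpins the median was -0.10 (camera adjusted p = 0.000269, adjusted p = 0.268 with an estimated correlation and 0.0307 by rotation), and in the LF pools alone camera did not call them (adjusted p = 0.160).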

A first cluster of processes enriched in the liver of HP-fed animals compared to NP fed animals is involved in amino acid and nitrogen metabolism (amino acid catabolism, amino acid transport, transamination, nitrogen metabolism, translation and serine protease inhibitor). Gene sets describing energy and oxidative metabolism (nucleotide biosynthesis, TCA cycle and oxidative phosphorylation, biosynthesis of mitochondria, oxidative stress response, sterol metabolism) were likewise enriched under HP-feeding while adipogenesis and carboxylesterase were enriched under NP conditions. 

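All 20 genes of cholesterol synthesis analysed had a positive HP minus NP difference, with a median of 0.30 on the log2 scale. None passed over all genes, 13 had an unadjusted p under 0.05, and 9 were higher when adjusted over the list alone (camera adjusted p = 1.19e-11, adjusted p = 0.268 with an estimated correlation and 0.114 by rotation). Sqle, which makes squalene epoxide, had a difference of 0.89 (standard error 0.16, adjusted p = 0.0886). Among 29 genes of the pentose phosphate pathway and nucleotide synthesis, 0 passed over all genes, 14 had an unadjusted p under 0.05, and 3 were higher and 1 lower when adjusted over the list alone. Ppat, which catalyses the committed step of purine synthesis, had a difference of 0.96 (standard error 0.16, adjusted p = 0.0664), against 0.29 for Paics and 0.03 for Gart of the same pathway. That list's median was 0.07 (camera adjusted p = 0.0151, adjusted p = 0.553 with an estimated correlation and 0.530 by rotation), and its call was lost without the HF-NP or the HF-HP pool of 12 weeks, where adjusted p reached 0.254, and in the 1 week or the LF pools alone (0.730 and 0.555). Carboxylesterases, which cleave esters of lipids and drugs, were lower in HP pools. Of 15 genes, 1 was lower and 0 higher over all genes, and 10 were lower and 1 higher when adjusted over the list alone. Ces2g fell by 0.54 (standard error 0.07, adjusted p = 0.0370), and the differences were -0.29 for Ces1d, -0.38 for Ces1g and -0.42 for Ces2a. The carboxylesterase median was -0.29 (camera adjusted p = 1.54e-09, adjusted p = 0.268 with an estimated correlation and 0.0169 by rotation). In the LF pools alone it was -0.14 and in the HF pools alone -0.39. Camera called this difference between fat levels (adjusted p = 5.85e-05, and 0.677 with an estimated correlation and 0.609 by rotation). In the Adipogenesis sheet of Table S1, 2 of 66 genes analysed had a positive difference, the median was -0.10, 0 genes passed and 15 had an unadjusted p under 0.05. Camera called that sheet (adjusted p = 1.75e-10, and 0.0201 with an estimated correlation and 0.0014 by rotation), but its genes were chosen by the study on these samples and are not independent evidence of direction. The 7 adipocyte markers analysed of the lists fixed here had a median of -0.03 (camera adjusted p = 0.798).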

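Genes of complement and coagulation, plasma protein cascades made by hepatocytes, were lower in HP pools by a small amount. Of 36 genes, 30 had a negative HP minus NP difference, with a median of -0.09 on the log2 scale (camera adjusted p = 5.61e-08, adjusted p = 0.268 with an estimated correlation and 0.0288 by rotation). None passed over all genes by limma, 15 had an unadjusted p under 0.05, and 12 were lower and 1 higher when adjusted over the list alone. C6, a component of the membrane attack complex, had a difference of -0.28 (standard error 0.08) and F7, coagulation factor VII, of -0.23 (standard error 0.07). Among 17 immediate early genes, most of which encode transcription factors, Klf10 fell by 0.79 (standard error 0.11, adjusted p = 0.0455) and Atf3 rose by 0.73 (standard error 0.08, adjusted p = 0.0182). When adjusted over the list alone, 3 immediate early genes were higher and 2 lower, and the median of the list was 0.09 (camera adjusted p = 0.177). Among 23 genes of iron-sulfur cluster proteins and their assembly, 20 had a positive difference, 0 passed, 1 had an unadjusted p under 0.05 and 1 was higher when adjusted over the list alone. Their median was 0.05 (camera adjusted p = 0.00128, adjusted p = 0.475 with an estimated correlation and 0.292 by rotation). Aco1, which switches between aconitase and iron sensor, had a difference of -0.01 and Iscu, a scaffold of cluster assembly, of 0.04. Without the HF-HP pool of 12 weeks camera no longer called the iron-sulfur list (adjusted p = 0.0954), nor in the 1 week or the LF pools alone (0.0913 and 0.101).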

Other gene sets enriched by NP feeding compared to HP feeding include those related to immune function such as adaptive and innate immune response and activity of transcription factors as well as induction of genes related to metal cluster binding. Details for all processes as well as heat maps of genes responsible for the enrichment of selected clusters can be found under supporting information (enrichment map with gene set names, Figure S1; heat maps of selected gene sets, Table S1). Gene sets describing *de novo* lipogenesis and fatty acid oxidation were not significantly enriched. 

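Part of the lipogenesis list was lower in HP pools, and fatty acid oxidation genes did not pass. Of 19 genes of de novo lipogenesis, 4 were lower and 0 higher at an adjusted p under 0.05 from limma, 15 did not pass, and 8 were lower and 0 higher when adjusted over the list alone. The HP minus NP difference was positive for 9 of them and negative for 10, with a median of -0.03 and a mean of -0.21 on the log2 scale. That median ran from -0.13 without the HF-HP pool of 1 week to -0.01 without the HF-HP pool of 12 weeks, and from -0.21 to -0.07 in the pools of 1 week or 1 fat level, and the matched comparisons gave -0.25 and -0.02 on LF and HF diets at 1 week and -0.13 and -0.12 at 12 weeks. Camera placed the list below the other genes (adjusted p = 0.00217, adjusted p = 0.351 with an estimated correlation and 0.582 by rotation), as did the preranked test on the ratio of mean signal (FDR 0.0063). Without the LF-HP pool of 1 week the camera call was lost (adjusted p = 0.0593), as in the HF pools alone (adjusted p = 0.0601). Of 29 genes of fatty acid oxidation, 0 passed over all genes or when adjusted over the list alone, and 5 had an unadjusted p under 0.05. Differences were positive for 19 of these genes, with a median of 0.03 (camera adjusted p = 0.0817, adjusted p = 0.758 with an estimated correlation and 0.812 by rotation).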

All genes contained in gene sets describing fatty acid oxidation are expressed in table S1.

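The fatty acid oxidation sheet of Table S1 holds genes of the gene sets whether or not they changed. Of its 81 genes analysed, 54.3% had a positive HP minus NP difference, with a median of 0.02 on the log2 scale (camera adjusted p = 0.144). Acsl4, which activates long polyunsaturated fatty acids, rose by 0.87 (standard error 0.12, adjusted p = 0.0395), and Lpl, which hydrolyses triglycerides of lipoproteins, rose by 0.75 (standard error 0.11, adjusted p = 0.0498). Gpd2, the mitochondrial glycerol phosphate dehydrogenase, fell by 0.63 (standard error 0.05, adjusted p = 0.0109). These 3 genes passed over all genes, and 8 were higher and 4 lower when adjusted over the sheet alone. They were named after their values were seen.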

## Discussion

This study confirms that mice fed a high fat-normal protein diet gained significantly more weight, adipose tissue mass and liver fat compared to all other groups despite a similar energy intake [16], [17]. It further shows that in contrast to fat a high protein content in the diet induced a lower weight gain, a lower adipose tissue mass and a lower accumulation and storage of fat in the liver compared to all other groups. Interestingly the present study shows that the reducing effect of protein on adipose tissue mass and liver fat occurred both under high and low fat conditions. This suggests a specific effect of protein in liver independent of the fat and carbohydrate content of the diet. These results are in line with previous observations in which dietary protein reduced adiposity in rats [23], [30] and humans [31], [32] during short term interventions. Increasing protein intake was also reported to reduce liver fat accumulation in rats [23] and mice [22] as well as in the context of high fat diet in human [15]. This was earlier interpreted as both a direct and indirect action of AA. However, the question why energy in the form of amino acids is less efficiently transferred to fat in the liver still remained unsolved [33].

The present results are in agreement with the idea that in order to handle the overflow of incoming AA under HP feeding, AA uptake capacity in the liver increases. Also hepatic genes involved in AA deamination and metabolism are induced whereas the use of AA for liver protein synthesis mainly remains unaffected. 

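On HP diets 34 of 19938 genes were higher and 54 lower than on NP diets at an adjusted p under 0.05 from limma, and all 88 had the same sign in the 4 matched comparisons of fat level and week. Nnmt, which methylates nicotinamide and so draws on methyl groups, rose from 11.09 ± 0.15 to 12.31 ± 0.15 on the log2 scale (SD, n = 4 pools each, adjusted p = 0.00693), with the LF-NP pool of 12 weeks apart from the other NP pools. Etnppl, which breaks down phosphoethanolamine, rose by 1.29 (standard error 0.12, adjusted p = 0.0137), and its HF-NP pool of 12 weeks lay below the other NP pools. Slc16a5, of the monocarboxylate transporter family, rose by 1.99 (standard error 0.18, adjusted p = 0.0137), less in the LF-HP pool of 12 weeks than in the other HP pools. Ciart, a repressor of the circadian clock, rose by 1.34 (standard error 0.18, adjusted p = 0.0401), and Noct, a phosphatase with rhythmic expression, by 1.20 (standard error 0.12, adjusted p = 0.0148), while the other 15 clock genes had a median absolute difference of 0.106, and Hlf (-0.31) and Bhlhe40 (-0.46) among them were lower when adjusted over the list alone. Aldh1b1, a mitochondrial aldehyde dehydrogenase, rose by 1.67, Sftpa1, surfactant protein A, by 1.46, H1f2, a linker histone whose LF-HP pool of 1 week lay below the other HP pools, by 1.11, and Sulf2, which removes sulfate from heparan sulfate, by 0.94. The largest difference, 2.64, was that of Rdh18-ps, annotated as a pseudogene of retinol dehydrogenases. Gask1a, a protein of the Golgi, had the smallest adjusted p (0.00158) and fell from 7.08 ± 0.23 to 5.45 ± 0.22 (SD, n = 4 pools each). Slc17a8, a vesicular glutamate transporter, fell by 2.20, Inhba, a subunit of activin A, fell by 1.57, Osgin1, induced by oxidative stress, fell by 1.35, and Cyp2d40, a cytochrome P450, fell by 1.20. Aqp8, a water channel, fell by 0.98, Lgr5, a receptor of pericentral hepatocytes, fell by 0.95, Slc25a47, a mitochondrial carrier of liver, fell by 0.91, and Ttc23 fell by 0.83. Gprin3 fell by 0.88, with its LF-NP pool of 1 week above the other NP pools. With 1 pool left out, 5 genes passed without the LF-NP, 2 without the LF-HP, 5 without the HF-NP and 36 without the HF-HP pool of 1 week, and 1, 35, 8 and 2 without the LF-NP, LF-HP, HF-NP and HF-HP pools of 12 weeks. In the pools of 1 fat level or 1 week alone, with 1 residual degree of freedom, 0 passed, and with each matched comparison as a block 39 passed.

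**Figure D2:**
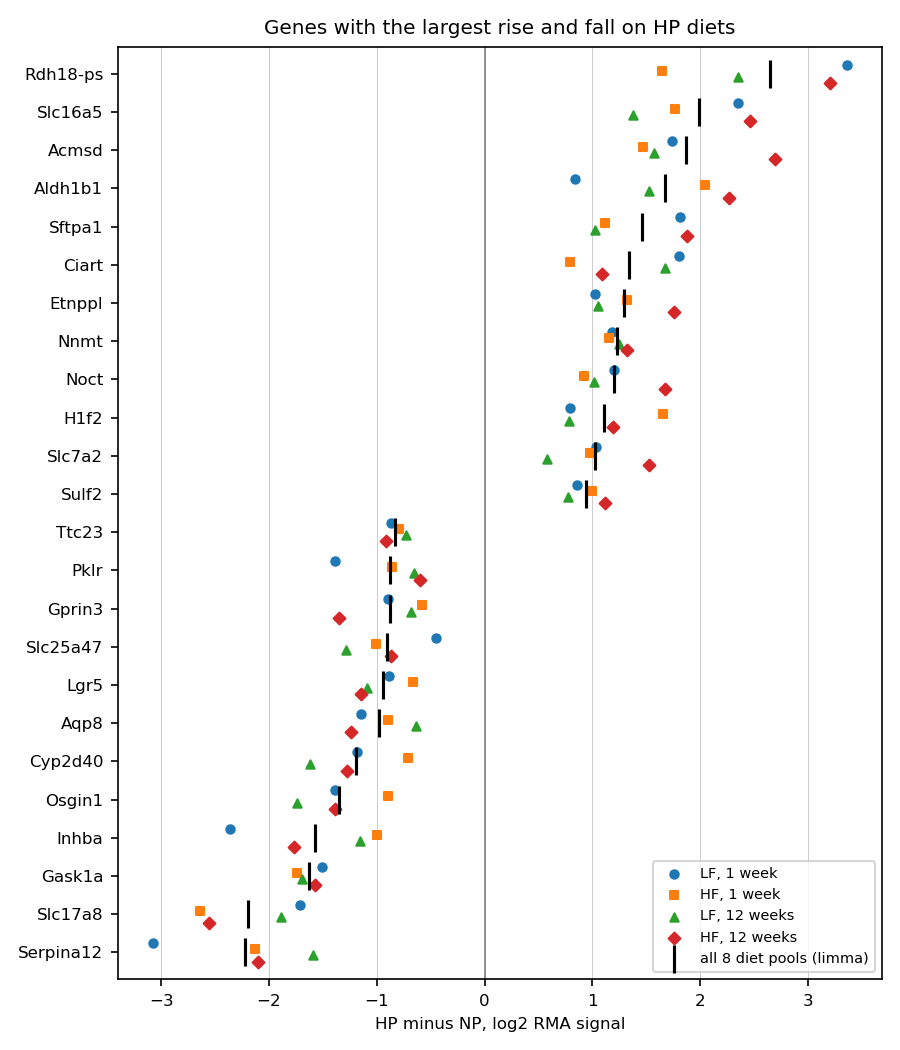
HP minus NP difference in log2 RMA signal (horizontal axis) for the 12 genes with the largest rise and the 12 with the largest fall among those past the test. Points are the 4 matched comparisons by fat level and week, and bars are the limma estimates over all 8 diet pools, from 2.64 for Rdh18-ps to -2.23 for Serpina12. No point lies across 0 from its bar.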

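The background diet and the time point were tested in the same way. Between HF and LF pools 0 genes passed, with 664 at an unadjusted p under 0.05, fewer than the 997 that chance gives. Between 12 weeks and 1 week 1538 genes had an unadjusted p under 0.05, more than the 997 that chance gives. Only Zfp991, a zinc finger protein, passed there, and it rose by 1.04 (adjusted p = 0.00638). That call held without the LF-HP pool of 12 weeks and was lost without any other single pool. The HP minus NP difference of Zfp991 was -0.46 (standard error 0.06, adjusted p = 0.0395). For the difference of the HP effect between fat levels 0 genes passed (smallest adjusted p = 0.0538, 1400 genes at an unadjusted p under 0.05), and for that between weeks also 0 (523 genes). Of the 59 lists, the rotation test called 0 for either interaction, with smallest adjusted p of 0.609 for fat level and 0.378 for week. Camera at its preset correlation called 22 and 15 lists for these interactions, and 0 with an estimated correlation. The interaction tests rest on 3 residual degrees of freedom.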

The results of GSEA revealed that HP feeding both in context of a high fat or a high carbohydrate diet strongly affects hepatic gene expression in mice. This effect includes induction of gene sets belonging to AA processing pathways such as AA transport and catabolism, transamination processes and nitrogen metabolism. 

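All 7 genes of the urea cycle analysed had a positive HP minus NP difference, with a median of 0.22 on the log2 scale. Their medians in the matched comparisons were 0.23 and 0.08 on LF and HF diets at 1 week, and 0.21 and 0.36 at 12 weeks. Cps1, which fixes ammonia as carbamoyl phosphate, had a difference of 0.22 (standard error 0.06). No urea cycle gene passed over all genes by limma, 4 had an unadjusted p under 0.05, and 3 were higher when adjusted over the list alone (camera adjusted p = 7.47e-06, adjusted p = 0.268 with an estimated correlation and 0.0059 by rotation). Among 21 genes of amino acid synthesis and targets of ATF4, a transcription factor activated by amino acid shortage, Atf3 was the single one past the test. Asns, asparagine synthetase, had a difference of 1.33 (standard error 0.49, adjusted p = 0.405), Psat1 of 0.28 and Phgdh, both of serine synthesis, of -0.15. That list had a median of 0.04 (camera adjusted p = 0.0453, adjusted p = 0.458 with an estimated correlation and 0.523 by rotation), and its call was lost without any of the 4 HF pools, where adjusted p reached 0.333, in the 12 week or the LF pools alone (0.476 and 0.929) and without covariates (0.0988).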

In previous observations HP diet enhanced liver transporter activity and AA uptake in rats [30]. Accordingly, the present study shows that liver expression of membrane transport proteins of the solute carrier (Slc) family was enhanced in mice adapted to the HP diet. It was also earlier observed in rats that the increased quantity of AA taken up by the liver was unable to further increase liver protein synthesis compared to a normal protein diet. 

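Of 27 amino acid transporters, 1 was higher and 0 lower at an adjusted p under 0.05 from limma, 12 had an unadjusted p under 0.05, and 8 were higher and 0 lower when adjusted over the list alone. Slc7a2, a carrier of arginine, lysine and ornithine, rose by 1.03 (standard error 0.13, adjusted p = 0.0379), from 11.07 ± 0.21 to 12.10 ± 0.26 (SD, n = 4 pools each). Slc43a1, a carrier of branched-chain amino acids, had a difference of 0.81 (standard error 0.13, adjusted p = 0.0515) and Slc38a2, which takes up glutamine and alanine with sodium, of 0.20 (standard error 0.18, adjusted p = 0.788). Differences were positive for 20 of the 27, with a median of 0.18 (camera adjusted p = 1.03e-06, adjusted p = 0.338 with an estimated correlation and 0.308 by rotation). Medians in the matched comparisons were 0.08 and 0.02 on the LF and 0.23 and 0.24 on the HF diets at 1 and 12 weeks, and in the LF pools alone camera did not call the list (median 0.06, adjusted p = 0.174).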

The excess of AA was thus not used for protein synthesis but subjected to deamination with the release of amino acid-derived carbon skeleton [34], [35], [36]. 

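Of 4 lists of genes for protein synthesis, camera called 0 over all 8 diet pools. Among 53 cytosolic ribosomal proteins analysed of 76 listed, 24 had a positive and 29 a negative HP minus NP difference, with a median of -0.003 and a mean of 0.003 on the log2 scale (camera adjusted p = 0.763). Rps6 had a difference of -0.01 (standard error 0.06) and Rplp0 of -0.01 (standard error 0.06). Translation initiation and elongation factors, 36 genes, had a median of -0.004 (camera adjusted p = 0.835), with 0.03 for Eif4e, which binds the mRNA cap, and -0.04 for Eef1a1, which brings tRNA to the ribosome. The medians were 0.06 for 18 cytosolic aminoacyl-tRNA synthetases (camera adjusted p = 0.260), among them Sars with 0.14, and 0.03 for 32 genes of ribosome biogenesis (camera adjusted p = 0.249). No gene of the 4 lists passed over all genes by limma, 1 of each list had an unadjusted p under 0.05, and 1 synthetase was lower when adjusted over its list alone. Ribosome biogenesis genes had medians of -0.05, -0.10 and -0.03 in the LF and HF comparisons of 1 week and the LF comparison of 12 weeks, and of 0.32 in the HF comparison of 12 weeks. At the preset correlation camera placed 3 of the 4 lists lower in the pools of 1 week alone and all 4 higher in those of 12 weeks alone. It called the difference between weeks for all 4 (adjusted p from 9.35e-08 to 0.0268). That difference was called for none of them with an estimated correlation (adjusted p = 0.769) or by rotation (0.552 to 0.773). In the HF pools alone camera placed synthetases (median 0.14, adjusted p = 0.00659) and ribosome biogenesis (0.10, 0.0267) higher at the preset correlation. It called their difference between fat levels too (0.00187 and 0.0210). That difference had adjusted p of 0.774 and 0.861 with an estimated correlation and of 0.774 and 0.855 by rotation.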

Extending these observations, the present study shows no modification of genes involved in liver protein synthetic pathways, whereas there is an induction of catabolic gene sets (Figure 4). They contain a large number of amino transferases and transaminases (Table S1, AA_catabolism) as well as gene sets involved in metabolism of single AA, amongst others histidine, glycine, arginine and phenylalanine.

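Among 15 aminotransferases, which move the amino group from an amino acid to a keto acid, 12 had a positive HP minus NP difference. Over all genes 1 was higher and 0 lower by limma, 6 had an unadjusted p under 0.05, and 6 were higher when adjusted over the list alone. Agxt, which uses alanine or serine and glyoxylate, rose by 0.61 (standard error 0.08, adjusted p = 0.0424). Got1, the cytosolic aspartate aminotransferase, had a difference of 1.00 (standard error 0.15, adjusted p = 0.0503), Gpt, the alanine aminotransferase, of 0.20 (standard error 0.08) and Tat, which starts tyrosine breakdown, of 0.37 (standard error 0.09). The aminotransferase median was 0.20 (camera adjusted p = 9.41e-08, adjusted p = 0.268 with an estimated correlation and 0.0558 by rotation). In the AA_catabolism sheet of Table S1, 7 of 209 genes analysed were higher and 0 lower, and 48 were higher when adjusted over the sheet alone. Of its genes, 98.1% had a positive difference, with a median of 0.16, and all 3 tests called the sheet (camera adjusted p = 9.42e-37, and 0.0229 with an estimated correlation and 7e-04 by rotation). The study chose these genes on the same samples, so the count is not independent evidence of direction.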

In contrast to earlier findings, in the present study GSEA did not reveal any effects of the HP diet on *de novo* lipogenesis [37], [38]. 

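Of the lists of de novo lipogenesis, 19 genes, and of glycolysis and glycogen, 20 genes, 4 each fell in HP pools, and neither list was called by rotation (adjusted p = 0.582 and 0.812). Pklr, the pyruvate kinase of liver, fell by 0.87 on the log2 scale (standard error 0.13, adjusted p = 0.0474), and Mlxipl (ChREBP), the transcription factor that responds to carbohydrate, fell by 0.57 (standard error 0.07, adjusted p = 0.0257). Elovl6, which elongates palmitate, fell by 0.51 (standard error 0.07, adjusted p = 0.0446), and Acaca, which makes malonyl-CoA for fatty acid synthesis, fell by 0.47 (standard error 0.07, adjusted p = 0.0446). Fasn, fatty acid synthase, had a difference of -0.46 (standard error 0.19, adjusted p = 0.481), and Scd1, which desaturates stearate, of -0.03 (standard error 0.05, adjusted p = 0.912). In glycolysis and glycogen 4 genes were lower and 0 higher, and 6 were lower and 3 higher when adjusted over the list alone. Besides Pklr these were Khk, the fructokinase, which fell by 0.61 (standard error 0.06, adjusted p = 0.0148), Pygl, the glycogen phosphorylase of liver, which fell by 0.56 (standard error 0.07, adjusted p = 0.0383), and Slc2a2 (GLUT2), which fell by 0.40 (standard error 0.06, adjusted p = 0.0498). The median of that list was 0.06 and its mean -0.08, and camera, whose direction was downwards, did not call it (adjusted p = 0.555, with 12 of 20 differences positive). The 7 called genes of both lists had a median HF minus LF difference of -0.24, and none of them passed in that comparison (adjusted p = 0.999 each, 5 at an unadjusted p under 0.05).

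**Figure D3:**
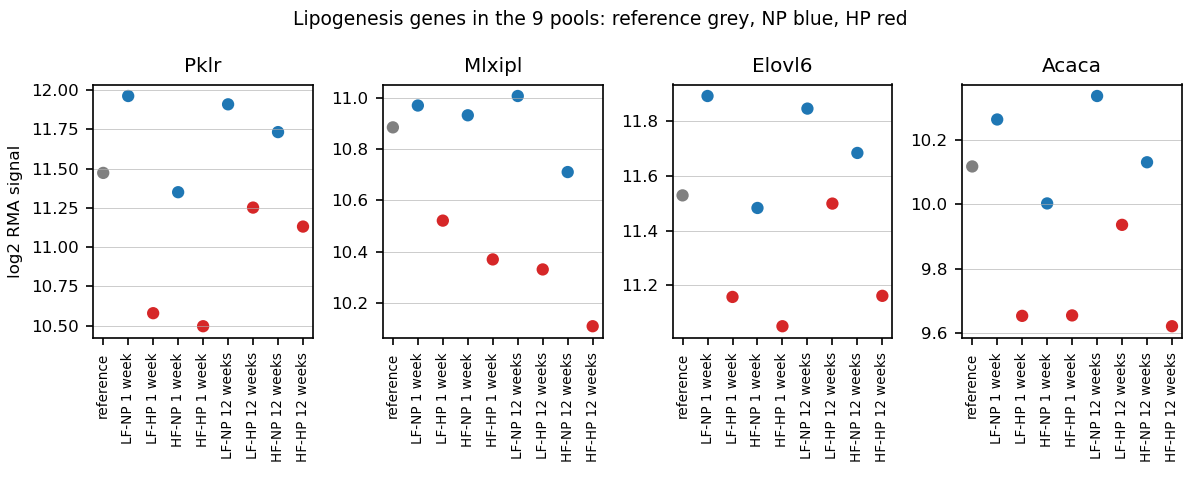
Level in log2 RMA signal (vertical axes, which differ between genes and do not start at 0) of Pklr, Mlxipl, Elovl6 and Acaca in the 9 pools, 1 array each. Grey is the reference pool, blue are NP pools and red are HP pools. Each HP pool lies below the NP pool of the same fat level and week.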

In our analysis we focused on the effect of the high protein diet independent from the background diet. *De novo* lipogenesis was repeatedly demonstrated to be reduced during high fat feeding [39], [40], [41] and is possibly a result of decreased carbohydrate intake. This effect should therefor occur in both HF groups and the possible additional effect of increasing dietary protein plays a less important role under these conditions.

It was also previously reported in rats that in response to HP feeding hepatic gluconeogenesis remains induced in the fed state [42]. 

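Among 12 genes of gluconeogenesis, 9 had a positive HP minus NP difference, with a median of 0.19 on the log2 scale. None passed over all genes by limma, 5 had an unadjusted p under 0.05, and 4 were higher and 1 lower when adjusted over the list alone. Pck1, which makes phosphoenolpyruvate from oxaloacetate, had a difference of 0.44 (standard error 0.12, adjusted p = 0.235) and was higher on HP in all 4 matched comparisons. Fbp1, fructose-1,6-bisphosphatase, had a difference of 0.02 (standard error 0.06, adjusted p = 0.952). Camera called the list (adjusted p = 0.00644, adjusted p = 0.506 with an estimated correlation and 0.518 by rotation), but not without the HF-HP pool of 12 weeks (adjusted p = 0.126) or in the LF pools alone, where the median was -0.03 (adjusted p = 0.289). Its mean level in the LF-HP pool of 12 weeks was 10.22, against 10.56 to 10.60 in the other HP pools.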

Our observations in mice reveal an induction of gene sets affecting carbohydrate metabolism and more specifically genes linked to gluconeogenesis (Figure 4). However, it also has been reported that the amount of AA-derived carbon skeletons used for gluconeogenesis is very limited and this pathway cannot cope with the excess of incoming AA under HP feeding [43]. The present study indicates that in order to handle the excess of AA taken up by the liver that are not used for protein synthesis or gluconeogenesis under HP feeding, hepatic capacity for AA oxidative deamination processes increases (Figure 4). Indeed, biosynthesis of mitochondria and sets of genes encoding enzymes of the TCA cycle and oxidative phosphorylation were induced in the liver by a HP diet in mice. 

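Genes of the TCA cycle were higher in HP pools. Of 23 genes, 1 was higher and 0 lower over all genes by limma, 9 were higher and 1 lower when adjusted over the list alone, and 20 had a positive difference, with a median of 0.16 on the log2 scale. Idh2, the mitochondrial isocitrate dehydrogenase that yields NADPH, rose by 0.60 (standard error 0.08, adjusted p = 0.0445). Fh1, fumarase, had a difference of 0.60 (standard error 0.10, adjusted p = 0.0698), and Cs, citrate synthase, of -0.07 (standard error 0.06, adjusted p = 0.803). For this list camera gave an adjusted p of 4.96e-09 (adjusted p = 0.330 with an estimated correlation and 0.0118 by rotation). In the TCA_cycle sheet of Table S1, chosen on these samples and so not independent evidence of direction, 3 of 145 genes were higher and 0 lower, 29 were higher when adjusted over the sheet alone, and 96.6% had a positive difference (median 0.15, camera adjusted p = 1.4e-30, and 0.0308 with an estimated correlation and 7e-04 by rotation). Among 20 regulators of mitochondrial biogenesis, 0 passed, 5 had an unadjusted p under 0.05, and 2 were higher when adjusted over the list alone. Ppargc1a (PGC-1α), a coactivator of mitochondrial genes, had a difference of 1.36 (standard error 0.22, adjusted p = 0.0592), Tfam, which maintains mitochondrial DNA, of -0.09 and Nrf1 of -0.05. The regulators had a median of 0.05 (camera adjusted p = 0.0156, adjusted p = 0.606 with an estimated correlation and 0.620 by rotation), and the call was lost without the LF-NP or LF-HP pool of 1 week or the HF-NP or HF-HP pool of 12 weeks, where adjusted p reached 0.326, and in the 1 week or the LF pools alone (0.347 and 0.128). From its enrichment map the paper infers that the liver gains capacity for oxidative deamination. This would handle amino acids that protein synthesis and gluconeogenesis do not use. The paper then names induced gene sets of mitochondrial biosynthesis, the TCA cycle and oxidative phosphorylation.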

Via transamination reactions AA are metabolised into α-keto acids, then converted into acetyl-CoA, succinyl-CoA, fumarate, α-keto glutarate and oxaloacetate which subsequently enter the mitochondrial TCA cycle. The direct supply of dietary AA into the TCA cycle when fed a HP diet was described earlier [43]. NADH is generated in the TCA cycle, which is a precursor required for oxidative phosphorylation and generation of ATP (Table S1, TCA_cycle). Genes related to oxidative phosphorylation are encoding different sub-complexes of enzymes like cytochrome c oxidase, NADH dehydrogenase and ATP synthase (Table S1, oxidative_phosphorylation). 

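Subunits of all respiratory complexes had mostly positive HP minus NP differences of small size. Cytochrome c oxidase (complex IV), 14 genes, had a median of 0.16 on the log2 scale, with 6 genes higher and 0 lower when adjusted over the list alone (camera adjusted p = 1.34e-06, adjusted p = 0.268 with an estimated correlation and 0.00944 by rotation). Its Cox5a had a difference of 0.31 (standard error 0.08), Cox4i1 of 0.28 (standard error 0.08) and Cox5b of 0.08 (standard error 0.06). NADH dehydrogenase (complex I), 34 genes of which 33 had a positive difference, had a median of 0.12, and 0 were higher or lower when adjusted over the list alone (camera adjusted p = 6.29e-10, adjusted p = 0.268 with an estimated correlation and 0.0654 by rotation). Here Ndufa5 had a difference of 0.37 (standard error 0.08), Ndufs1 of 0.22 (standard error 0.10) and Ndufv1 of 0.15 (standard error 0.06). For ATP synthase, all 16 genes had a positive difference, with a median of 0.18 and 4 higher when adjusted over the list alone (camera adjusted p = 5.88e-09, adjusted p = 0.268 with an estimated correlation and 0.0059 by rotation). Among them Atp5o had a difference of 0.25, Atp5a1 of 0.17 and Atp5b of 0.12. Complexes II and III, 14 genes, all positive, had a median of 0.17 and 3 genes higher when adjusted over the list alone (camera adjusted p = 5.67e-08, adjusted p = 0.317 with an estimated correlation and 0.0266 by rotation). No gene of these 4 lists passed over all genes by limma, and 7, 11, 7 and 6 had an unadjusted p under 0.05. Proteins of the mitochondrial ribosome, 75 genes, had a median of 0.04 and 0 genes past the test (6 at an unadjusted p under 0.05, camera adjusted p = 0.000699, adjusted p = 0.594 with an estimated correlation and 0.543 by rotation). The call of the mitochondrial ribosome was lost without the HF-NP or the HF-HP pool of 12 weeks, where adjusted p reached 0.395, and in the 1 week or the LF pools alone (0.860 and 0.138). In the oxidative phosphorylation sheet of Table S1, chosen on these samples and so not independent evidence of direction, 5 of 352 genes were higher and 0 lower, and 98.0% had a positive difference (median 0.13, camera adjusted p = 1.71e-36, and 0.0308 with an estimated correlation and 7e-04 by rotation).

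**Figure D4:**
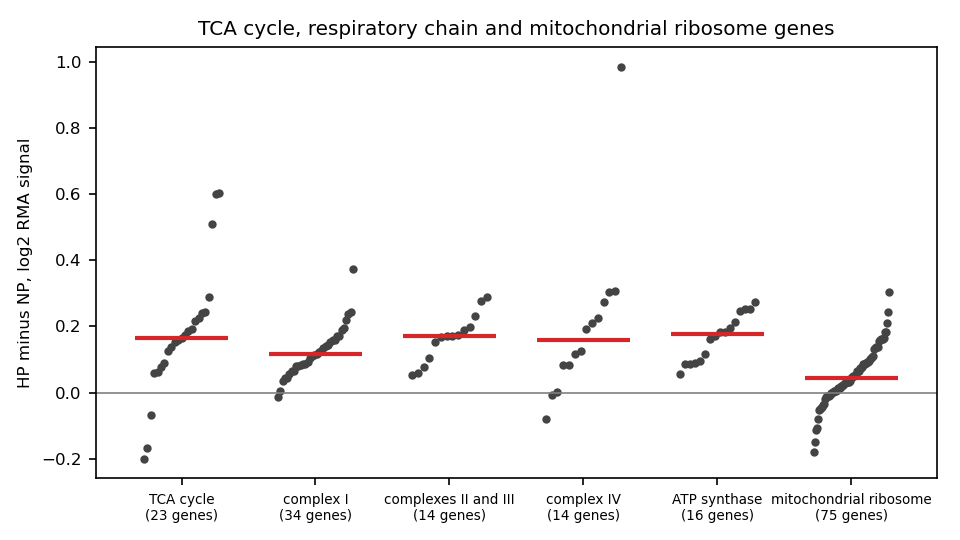
HP minus NP difference in log2 RMA signal (vertical axis) of each gene in 6 lists fixed before the data were examined. Points are genes in order of their difference, and red lines are medians, which run from 0.04 for the mitochondrial ribosome to 0.18 for ATP synthase.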

An energy restricted HP diet was previously described to induce a stronger increase in mitochondrial oxidation compared to a normal energy restricted diet [44]. Moreover, in rats adapting to a HP diet a transient drop in carbohydrate oxidation and increase in protein oxidation was observed [42], [43]. In humans, both without and after adaptation to a HP diet, basal protein oxidation and post-prandial energy expenditure in response to a HP meal were higher compared to the control condition [45]. 

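Over all diet pools the median of the fatty acid oxidation genes was 0.03. Cpt1a, which brings long-chain fatty acids into mitochondria, had an HP minus NP difference of -0.11 on the log2 scale (standard error 0.06, adjusted p = 0.667), and Acadm, the medium-chain acyl-CoA dehydrogenase, of 0.08 (standard error 0.05, adjusted p = 0.694). Medians of the 29 genes in the matched comparisons were 0.17 and -0.12 on LF and HF diets at 1 week, and 0.02 and 0.09 at 12 weeks. Camera at the preset correlation placed them higher in the LF pools alone (median 0.08, adjusted p = 0.000556), and the difference between fat levels had an adjusted p of 0.000192 (adjusted p = 0.774 with an estimated correlation and 0.774 by rotation). Of 5 genes of ketone body synthesis listed, 3 were analysed, 0 passed and 0 had an unadjusted p under 0.05, and Bdh1, which reduces acetoacetate to β-hydroxybutyrate, had a difference of -0.07 (standard error 0.05, adjusted p = 0.740).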

Fatty acid oxidation was not detected to be altered in the present study. This is in line with previous data from rats which demonstrated that postprandial lipid oxidation increases on the first day of a HP diet, but returns to baseline during adaptation [42]. In human post prandial lipid oxidation was even suggested to decrease after adaptation to a HP diet [45]. Tremendous increases in acetyl-CoA, inhibiting β-oxidation may explain these findings.

Interestingly, the HP diet increased plasma β-hydroxybutyrate (BHB) levels, suggesting the induction of a fasting-like situation and a channelling of the excess of acetyl-CoA to BHB synthesis. It is likely that during HP feeding the increased catabolism of AA acids induces an overflow of acetyl-CoA exceeding the cellular energy requirements. In the liver it is not converted into fat but into BHB that is excreted and may act as energy source for extrahepatic organs. The HP diet increased postprandial plasma TG which suggests a larger excretion of hepatic lipids via VLDL which at the same time decreases lipid storage. Indeed VLDL production rate decreases with a HF-NP diet but this effect is restored under HF-HP conditions. In humans increased postprandial TG levels in response to a HP adaptation were likewise observed [45]. Although an increased formation of apolipoproteins is not detected on a transcriptional level, this does not exclude the possibility that due to the high influx amino acids lipoprotein synthesis will increase. This will stimulate hepatic formation and excretion of VLDL particles. 

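Among 19 genes of apolipoproteins and VLDL assembly, 0 passed over all genes by limma, 3 had an unadjusted p under 0.05, and 1 was higher and 2 lower when adjusted over the list alone. Apob, the structural protein of VLDL, had an HP minus NP difference of -0.04 on the log2 scale (standard error 0.05, adjusted p = 0.853), with levels of 13.01 in HP and 13.05 in NP pools. Mttp, which loads lipid onto Apob, had a difference of -0.22 (standard error 0.06, adjusted p = 0.226), and Apoa4 of -0.53 (standard error 0.32, adjusted p = 0.671). Differences were negative for 14 of the 19 genes, with a median of -0.03 (camera adjusted p = 0.224).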

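Targets of NRF2, the transcription factor that responds to electrophiles, had mixed differences. Of 19 genes, 0 were higher and 1, Ces2g, was lower over all genes by limma, 9 had an unadjusted p under 0.05, and 2 were higher and 2 lower when adjusted over the list alone. Nqo1, which reduces quinones, had an HP minus NP difference of 0.31 on the log2 scale (standard error 0.11, adjusted p = 0.375), Srxn1, which restores peroxiredoxins, of 0.28 (standard error 0.11, adjusted p = 0.421) and Hmox1, haem oxygenase, of -0.07 (standard error 0.14, adjusted p = 0.925). The NRF2 targets had a median of 0.12 (camera adjusted p = 0.0817, adjusted p = 0.553 with an estimated correlation and 0.518 by rotation). With each array centred on its median camera called them (adjusted p = 0.0480). Camera at the preset correlation placed them higher in the HF pools alone (median 0.29, adjusted p = 0.00423) and in the 1 week pools alone (0.16, 0.0378). The LF pools gave a median of -0.02. Camera called the difference between fat levels (adjusted p = 0.00361, and 0.677 with an estimated correlation and 0.616 by rotation). It did not call that between weeks (adjusted p = 0.0563). Among 12 other antioxidant enzymes 0 passed, 1 had an unadjusted p under 0.05 and the median was 0.04 (camera adjusted p = 0.160), with -0.05 for Sod1, 0.02 for Sod2 and 0.02 for Cat, catalase. In the oxidative stress sheet of Table S1, 5 of 108 genes were higher and 0 lower, 21 were higher when adjusted over the sheet alone, and the median was 0.14 (camera adjusted p = 3.09e-25, and 0.0173 with an estimated correlation and 7e-04 by rotation). The study chose that sheet's genes on these samples, which makes the count no independent evidence, and the 5 are Nnmt, Cth, Gstm2, Idh2 and Fmo4, a flavin monooxygenase that rose by 0.60 (standard error 0.08, adjusted p = 0.0368). Fmo4 was named after its value was seen.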

Other processes enriched under HP conditions are related to oxidative stress response. The high rate of mitochondrial oxidation confronts the liver with large amount of reactive electrophiles and changes the redox state of hepatocytes leading to an activation of Nrf2 [46]. 

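Of 19 genes of glutathione synthesis and glutathione peroxidases, 0 passed over all genes by limma, 5 had an unadjusted p under 0.05, and 2 were higher and 1 lower when adjusted over the list alone. Gss, glutathione synthetase, had an HP minus NP difference of 0.11 on the log2 scale (standard error 0.09, adjusted p = 0.766) and was higher on HP in 2 of the 4 matched comparisons. Gpx1, the most abundant glutathione peroxidase of liver, had a difference of 0.11 (standard error 0.06, adjusted p = 0.609) and was higher in 4 of 4. That list had a median of 0.06 (camera adjusted p = 0.0406, adjusted p = 0.351 with an estimated correlation and 0.268 by rotation). Its call held without the LF-NP or the HF-HP pool of 12 weeks and was lost without any of the other 6, where adjusted p reached 0.123, and in the 12 week, LF or HF pools alone, where it reached 0.297.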

Part of the Nrf2 target genes belong to the glutathione (GSH)-dependent detoxification system [47], encompassing amongst others glutathione synthase and glutathione peroxidases for neutralising oxidative stress (Table S1, oxidative_stress_response). Moreover, several genes of the glutathione S-transferase (GST) family are overexpressed under HP feeding. 

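Glutathione S-transferases were higher in HP pools. Of 20 genes analysed, 1 was higher and 0 lower over all genes by limma, 10 had an unadjusted p under 0.05, and 8 were higher and 0 lower when adjusted over the list alone. Gstm2 rose by 0.62 on the log2 scale (standard error 0.09, adjusted p = 0.0446), and Gstt3 had a difference of 0.87 (standard error 0.14, adjusted p = 0.0619). Gstm1 had a difference of 0.13 (standard error 0.10, adjusted p = 0.747). Differences were positive for 13 and negative for 7 of the 20, with a median of 0.21 (camera adjusted p = 5.87e-06, adjusted p = 0.268 with an estimated correlation and 0.0059 by rotation).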

GST catalyses the conjugation of reduced GSH to electrophiles, e.g. lipid peroxides, thereby protecting against peroxidation [48]. 

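Gsr, glutathione reductase, had a level of 9.37 ± 0.08 (SD, n = 4 pools) in HP and 9.26 ± 0.05 (SD, n = 4) in NP pools on the log2 scale. The difference of 0.11 (standard error 0.06) did not pass (adjusted p = 0.619, and 0.216 when adjusted over the glutathione list alone), and it was positive in 4 of 4 matched comparisons.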

GSH is regenerated by glutathione reductase (GSR). The hepatic synthesis of GSH uses AA (cysteine, glutamate and glycine) provided by the HP diet [48]. These processes require energy in form of ATP, which is not available for other metabolic functions or storage as lipid.

Taken together, the present data suggest that at a similar energy intake, mice ingesting HP as compared to NP diets possess a lower body weight, adiposity and hepatic fat due to a combination of modulated processes (Figure 5). Firstly, the hepatic capacity to store AA as protein is limited and the excess AA is deaminated possibly to prevent a rise in cellular and blood AA concentration. Secondly, as the transfer of AA-derived carbon to glucose also is limited and *de novo* lipogenesis seems absent, these carbon skeletons are metabolized and transferred to acetyl-CoA. Thirdly, as result of an overload of acetyl-CoA and limited capacities to further metabolise it, energy is excreted from the liver in form of BHB and can act as a substrate to extrahepatic organs. In addition, more energy has to be used for detoxification of electrophiles produced during protein catabolism. Thus, handling of large amounts of amino acids leads to an increased energy utilisation in the liver. At the same time hepatic lipid storage is reduced. Additional effects contributing to the leaner phenotype of HP fed mice might be a slight, non-significant reduction in food intake, modifications in intestinal microbiota resulting in reduced nutrient availability as well as increased thermogenesis and therefore easier maintenance of body temperature at 20°C. This, however, has to be subject to further investigation. 

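Interferon response genes, which cells switch on against viruses, were lower in HP pools. Of 29 genes, 28 had a negative HP minus NP difference, with a median of -0.25 on the log2 scale, and 15 were lower and 0 higher when adjusted over the list alone. None passed over all genes by limma, and 18 had an unadjusted p under 0.05 (camera adjusted p = 1.68e-14, adjusted p = 0.268 with an estimated correlation and 0.0059 by rotation). Irf1, a transcription factor of the response, had a difference of -0.51 (standard error 0.09, adjusted p = 0.0675), Ifit1, which binds viral RNA, of -0.55 (standard error 0.10, adjusted p = 0.0890) and Rsad2 (viperin) of -0.41 (standard error 0.11, adjusted p = 0.243). MHC class II genes, 7 in number and all negative, had a median of -0.22, with 2 lower when adjusted over the list alone (camera adjusted p = 0.00314, adjusted p = 0.451 with an estimated correlation and 0.380 by rotation), a call lost without the HF-HP pool of 12 weeks (median -0.18, adjusted p = 0.0954) in the 1 week or the HF pools alone (0.347 and 0.282) and without covariates (0.0545). Their medians in the matched comparisons were -0.36 and 0.12 on LF and HF diets at 1 week, and -0.43 and -0.41 at 12 weeks, and their median ran from -0.36 without the HF-HP to -0.09 without the LF-HP pool of 1 week. Their differences were -0.39 for Cd74, -0.34 for H2-Eb1 and -0.30 for H2-Aa. Markers of T and NK cells, 22 genes with a median level below that of all genes, had a median difference of -0.13. Camera called them at the preset correlation (adjusted p = 0.000146, adjusted p = 0.268 with an estimated correlation and 0.0944 by rotation). Among genes above the median level their median was -0.14, but the call was lost (camera adjusted p = 0.314). Cd3e had a difference of -0.28, Cd2 of -0.20 and Cd3d of -0.07. Kupffer cell and macrophage markers had medians of -0.23 and -0.43 on the LF and 0.26 and 0.03 on the HF diets at 1 and 12 weeks (camera adjusted p = 0.341, and for the difference between fat levels 8.42e-08, adjusted p = 0.714 with an estimated correlation and 0.715 by rotation), and the liver macrophage receptor Clec4f had a difference of -0.26 (standard error 0.11). Medians were -0.01 for B cell markers (camera adjusted p = 0.600), -0.10 for neutrophil markers (0.228), -0.04 for inflammatory cytokines and NF-kB targets (0.272) and 0.03 for acute phase proteins (0.833), against -0.01 for hepatocyte markers (0.669). Camera placed acute phase proteins higher in the 1 week pools alone (0.10, 0.000724) and lower in the 12 week pools alone (-0.17, 0.00770). It called their difference between weeks (7.05e-08), which had adjusted p of 0.769 with an estimated correlation and 0.552 by rotation. None of the genes of the MHC class II, T and NK cell or macrophage lists passed over all genes, and 2, 5 and 1 had an unadjusted p under 0.05. In the Adaptive_immunity sheet of Table S1, 2 of 435 genes, Inhba and Klf10, were lower and 0 higher, 10 were lower when adjusted over the sheet alone, and 6.44% had a positive difference (median -0.11, camera adjusted p = 1.79e-22, and 0.0201 with an estimated correlation and 0.00112 by rotation). That sheet was chosen by the study on these samples and is not independent evidence of direction.

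**Figure D5:**
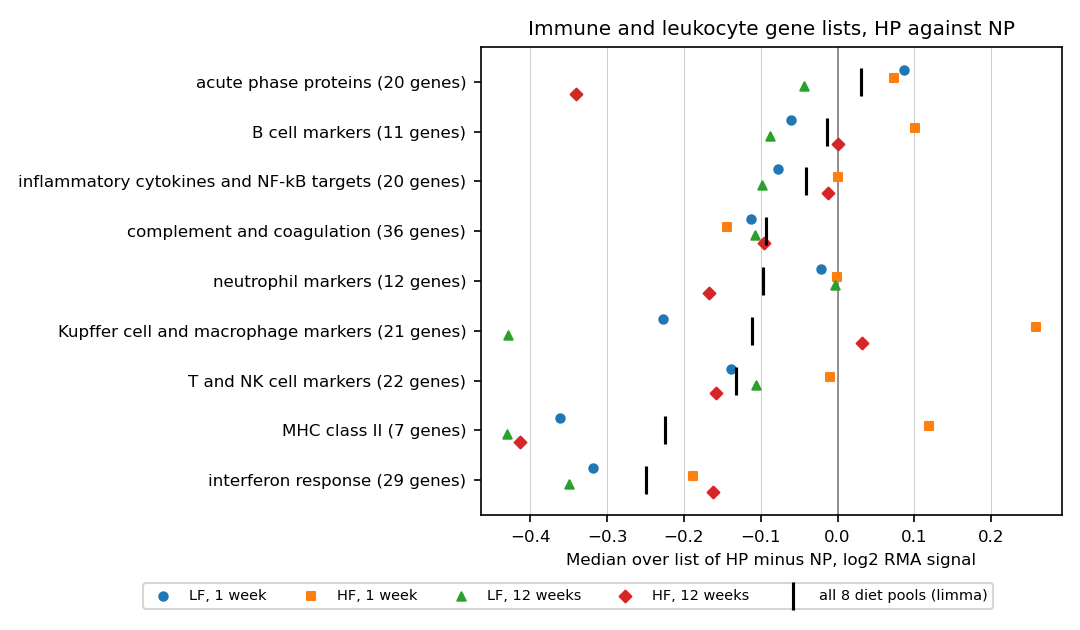
Median over each list of the HP minus NP difference in log2 RMA signal (horizontal axis) for immune and leukocyte lists. Points are the 4 matched comparisons by fat level and week, and bars are the estimates over all 8 diet pools. All 4 points lie below 0 for the interferon response, complement and coagulation, neutrophil (with 2 points close to 0), and T and NK cell lists, while points of the macrophage, MHC class II, B cell and acute phase lists lie on both sides.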

At last, HP in comparison with NP feeding promoted down regulation of both adaptive and innate immunity. Fatty liver is often associated with inflammation [16]. The diminished hepatic lipid content in HP-fed animals prevented an increase in inflammation markers and a response of the immune system, even explicit inflammation was not yet detected in NP fed mice.

In conclusion, the liver plays a buffering role in preventing the extrahepatic tissues from an overload of AA. Moreover, a shift in energy from the liver to peripheral tissues and its use for example in muscle are suggested and should be further investigated also on a longer term.

## Supporting Information

Figure S1 **Enrichment map for HP versus NP feeding to identify biological functions.** The map displays the enriched gene-sets and their labels in HP fed vs. NP fed mice, independent of background diet and time. Nodes represent gene-sets while edges represent overlapping genes. Gene-sets that did not pass the enrichment significance threshold (p≤0.005 and false discovery rate (FDR) ≤0.1) are not shown. Red node colour represents enrichment in HP fed animals (or induction by HP diet), whereas green represents enrichment in NP fed animals (or suppression by HP diet). Clusters of functionally related gene-sets were manually circled and assigned a label.
(PDF) Click here for additional data file.

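In the HP pools the genes of the AA_catabolism sheet had a median signal of 1.14-fold (LF) and 1.13-fold (HF) of the reference pool at 1 week, and of 1.03-fold and 1.12-fold at 12 weeks. In the NP pools they had 1.01-fold (LF) and 1.04-fold (HF) at 1 week, and 0.966-fold and 0.929-fold at 12 weeks. Genes of the oxidative phosphorylation sheet lay at 1.10-fold and 1.09-fold of the reference in the LF-HP and HF-HP pools of 1 week, and at 1.04-fold and 1.09-fold at 12 weeks, against 1.01-fold and 1.03-fold in the LF-NP and HF-NP pools of 1 week and 0.980-fold and 0.929-fold in those of 12 weeks. Those of the Adaptive_immunity sheet lay between 0.933-fold and 0.978-fold in the HP pools and between 1.01-fold and 1.03-fold in the NP pools. The Adipogenesis sheet lay between 0.896-fold and 0.956-fold in HP and between 1.00-fold and 1.01-fold in NP pools. Each value is the median over genes of the ratio of 2 arrays and was not tested.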

Table S1 **Heat maps of genes contributing to the enrichment of the gene sets within selected clusters of processes.** For each of those genes, fold changes (FC) of signal intensity of the treatment group in comparison with the reference group at week 0 were calculated and expressed in a heat map. Red colour represents up regulation and green colour represents down regulation of a gene in comparison with the reference group. Additionally, genes contained in gene sets describing fatty acid oxidation are expressed.
(XLSX) Click here for additional data file.

# Supplementary material for: Dietary Protein Affects Gene Expression and Prevents Lipid Accumulation in the Liver in Mice
**Source:** PLoS One. 2012 Oct 23;7(10):e47303. doi: 10.1371/journal.pone.0047303
**Supplement:** Figure S1 — Enrichment map for HP versus NP feeding to identify biological functions. The map displays the enriched gene-sets and their labels in HP fed vs. NP fed mice, independent of background diet and time. Nodes represent gene-sets while edges represent overlapping genes. Gene-sets that did not pass the enrichment significance threshold (p≤0.005 and false discovery rate (FDR) ≤0.1) are not shown. Red node colour represents enrichment in HP fed animals (or induction by HP diet), whereas green represents enrichment in NP fed animals (or suppression by HP diet). Clusters of functionally related gene-sets were manually circled and assigned a label.

# Amino acid & nitrogen metabolism

# Energy & oxidative metabolism

## Other processes

# Amino acid catabolism

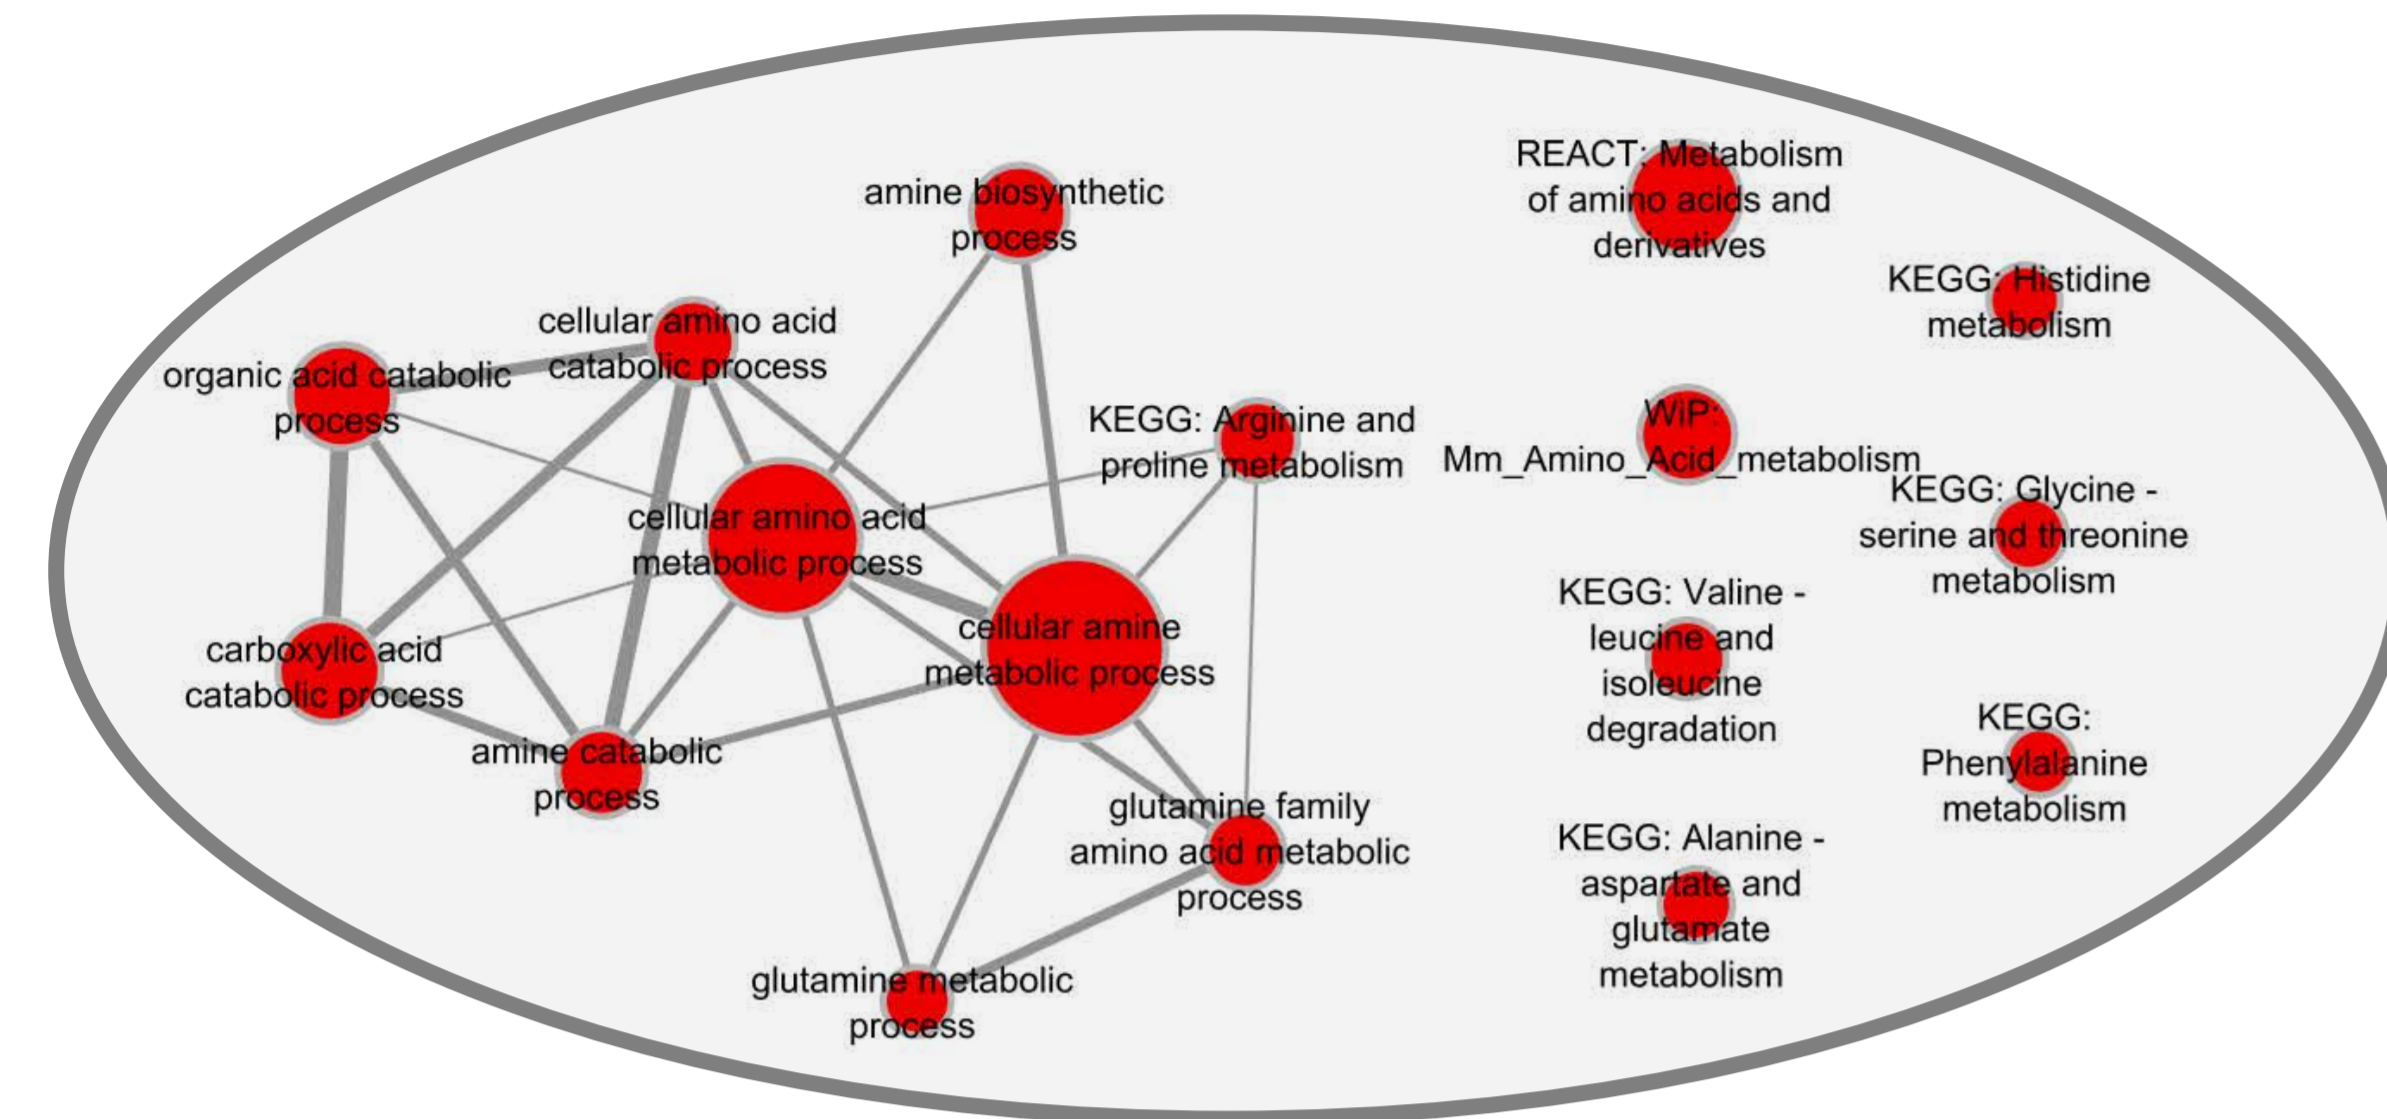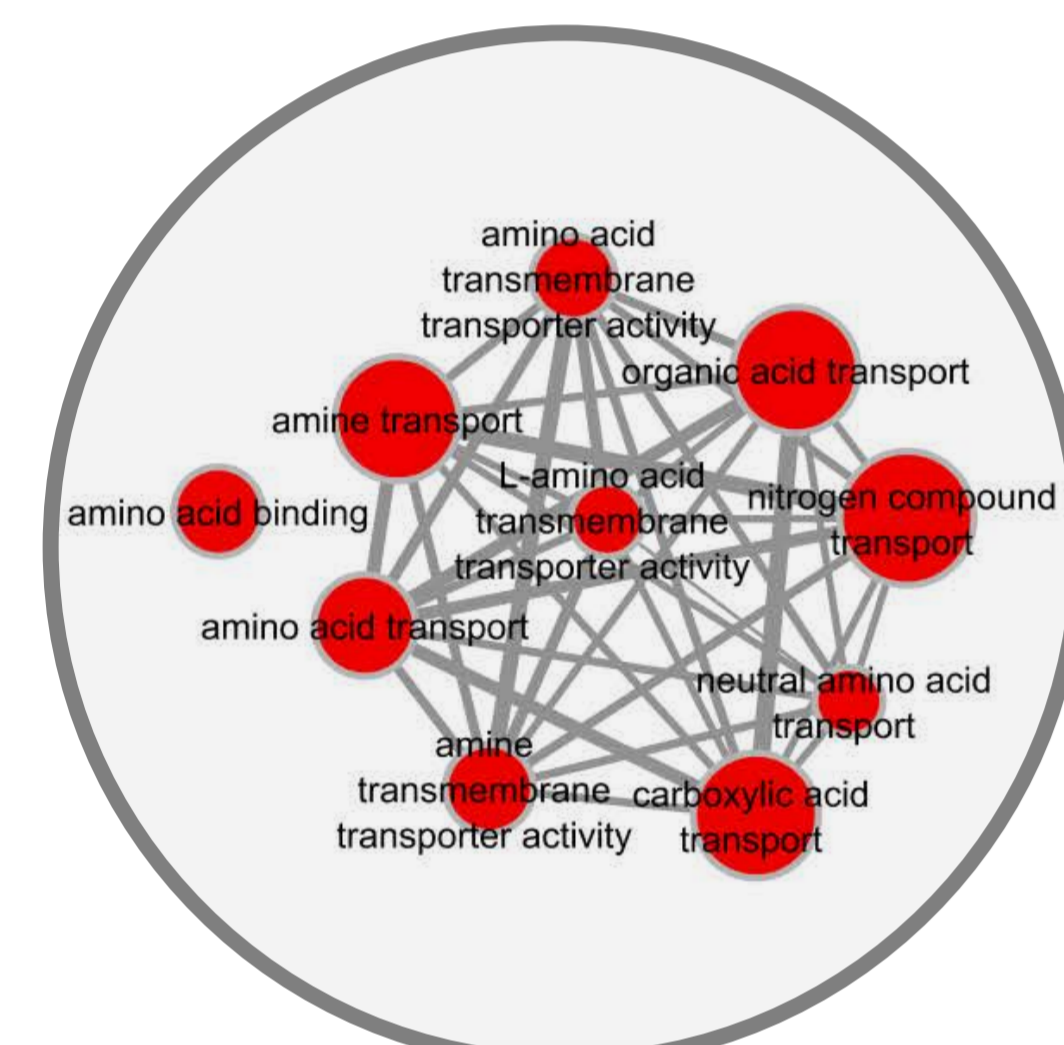

## Amino acid transport

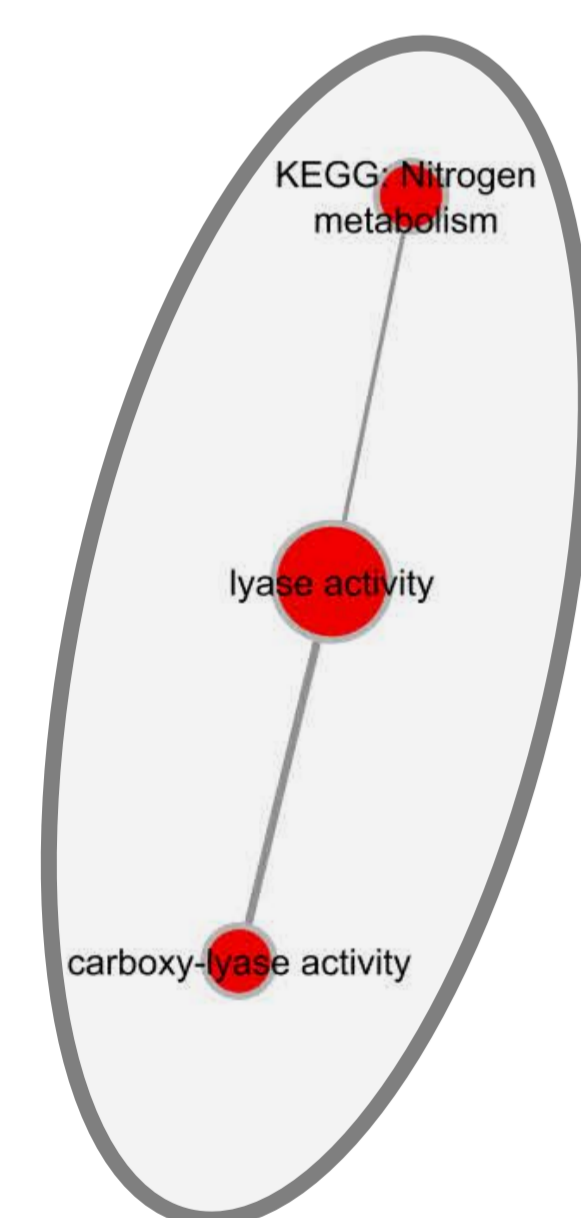

# Nitrogen metabolism

PFAM: Serpin (serine protease inhibitor)

## Serine protease inhibitor

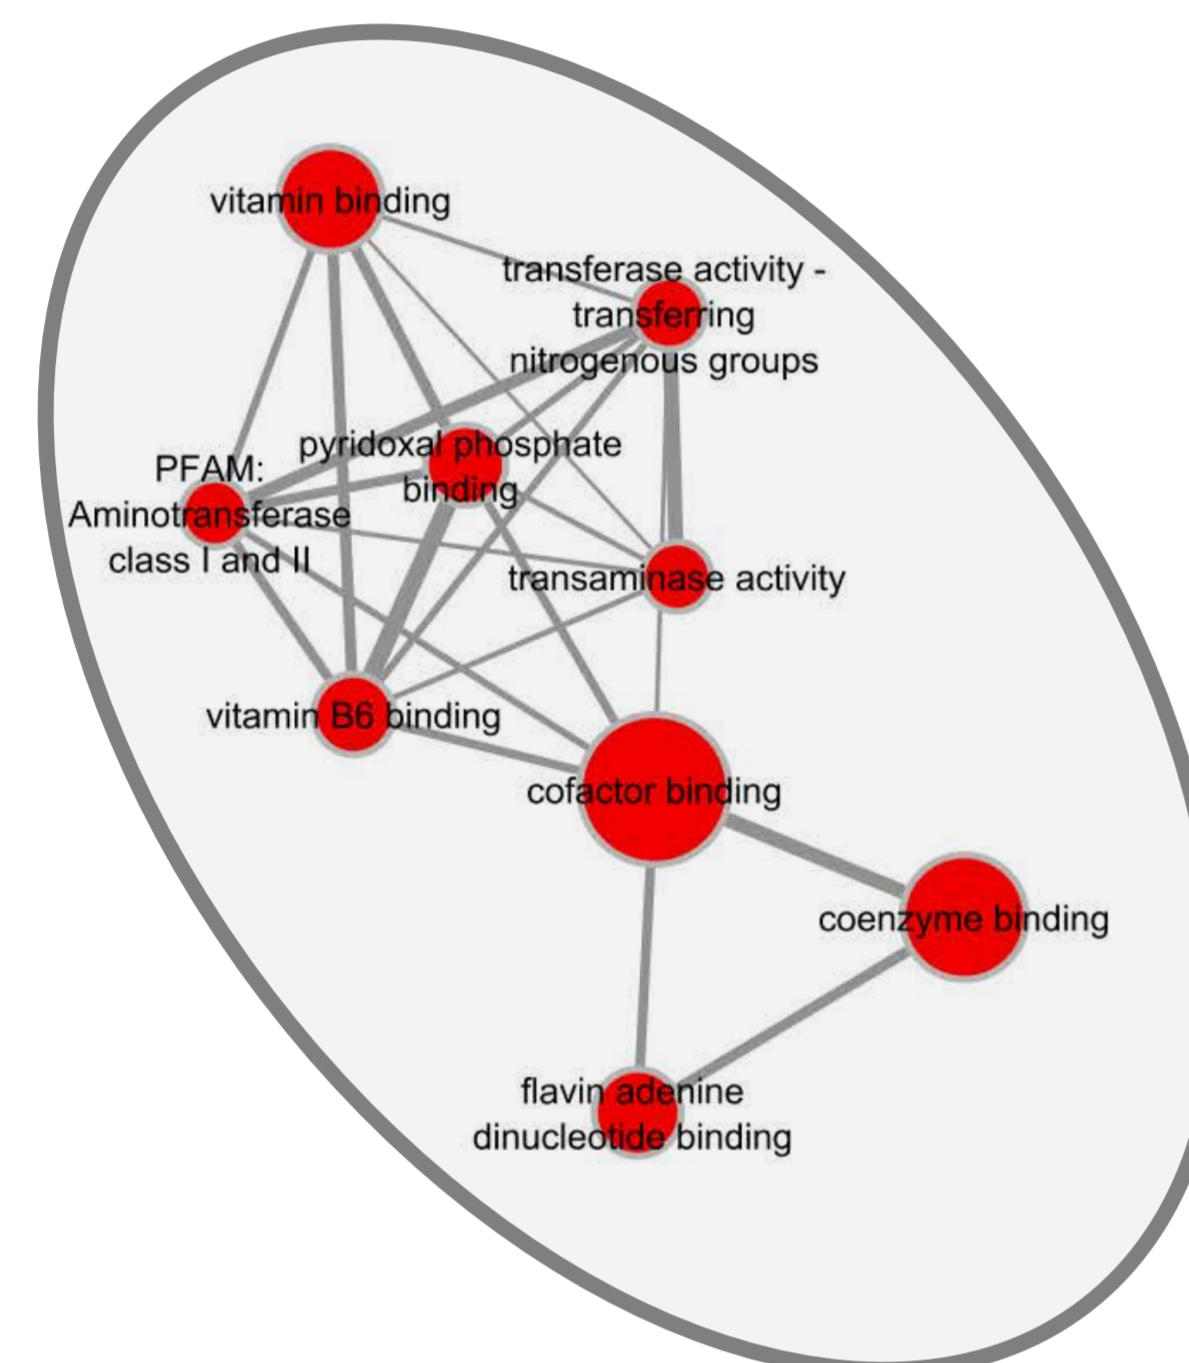

# Transamination

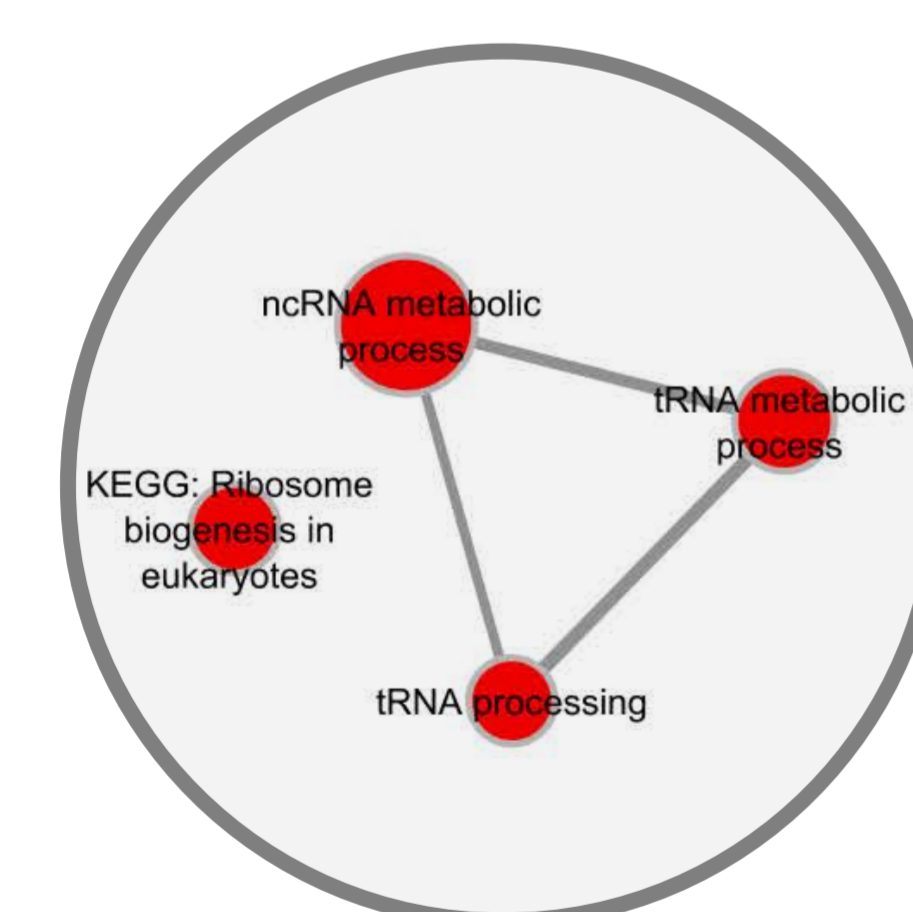

## Translation

## Nucleotide biosynthesis

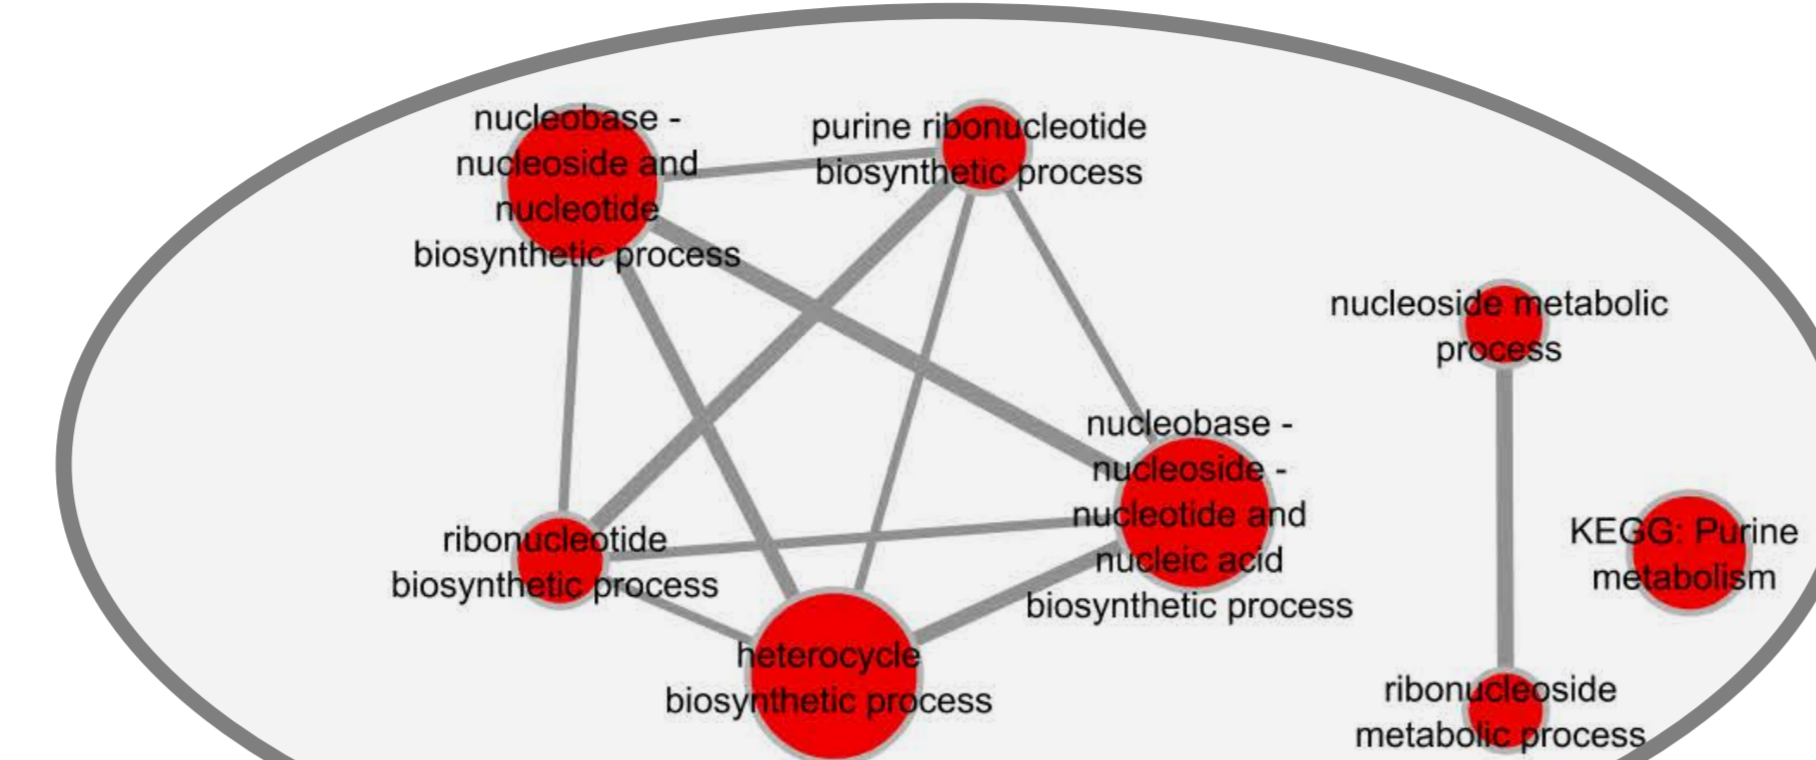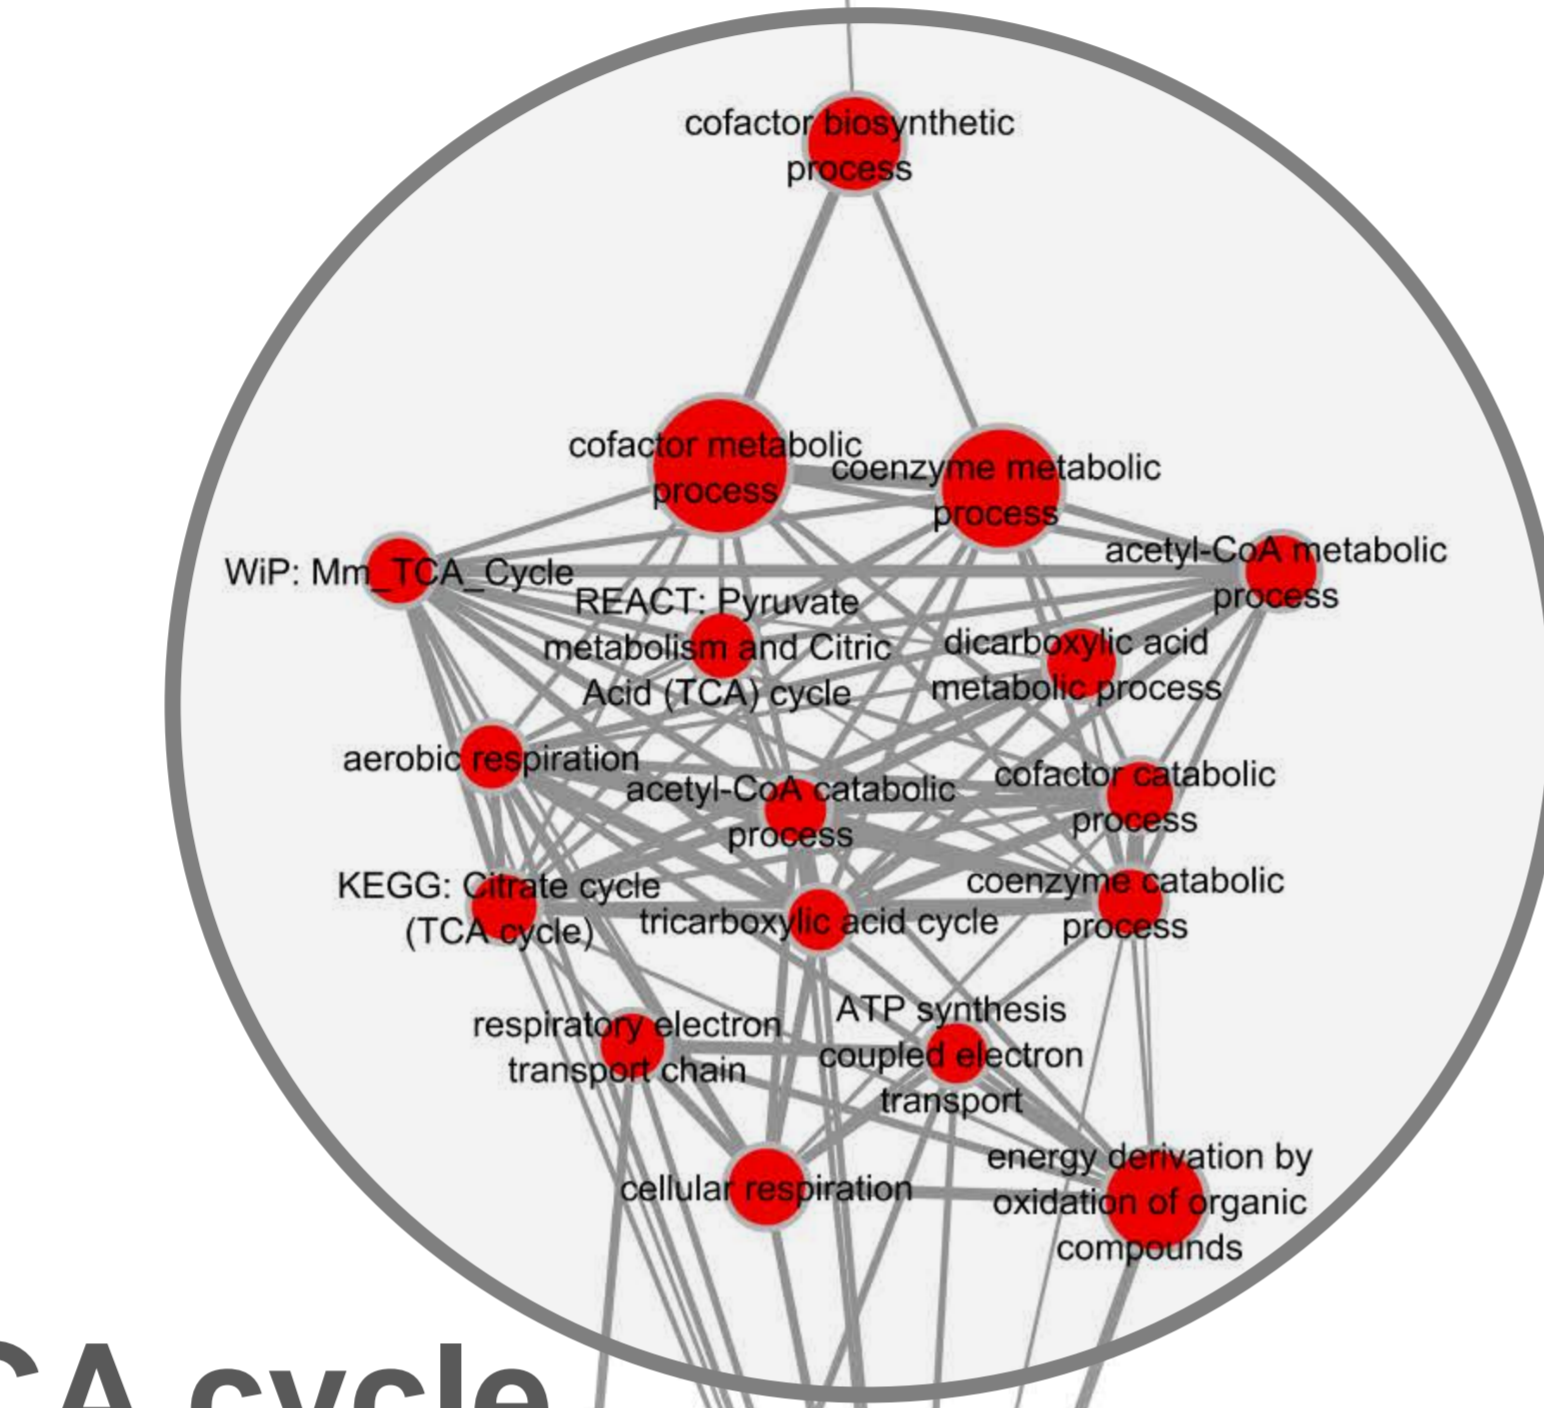

## TCA cycle

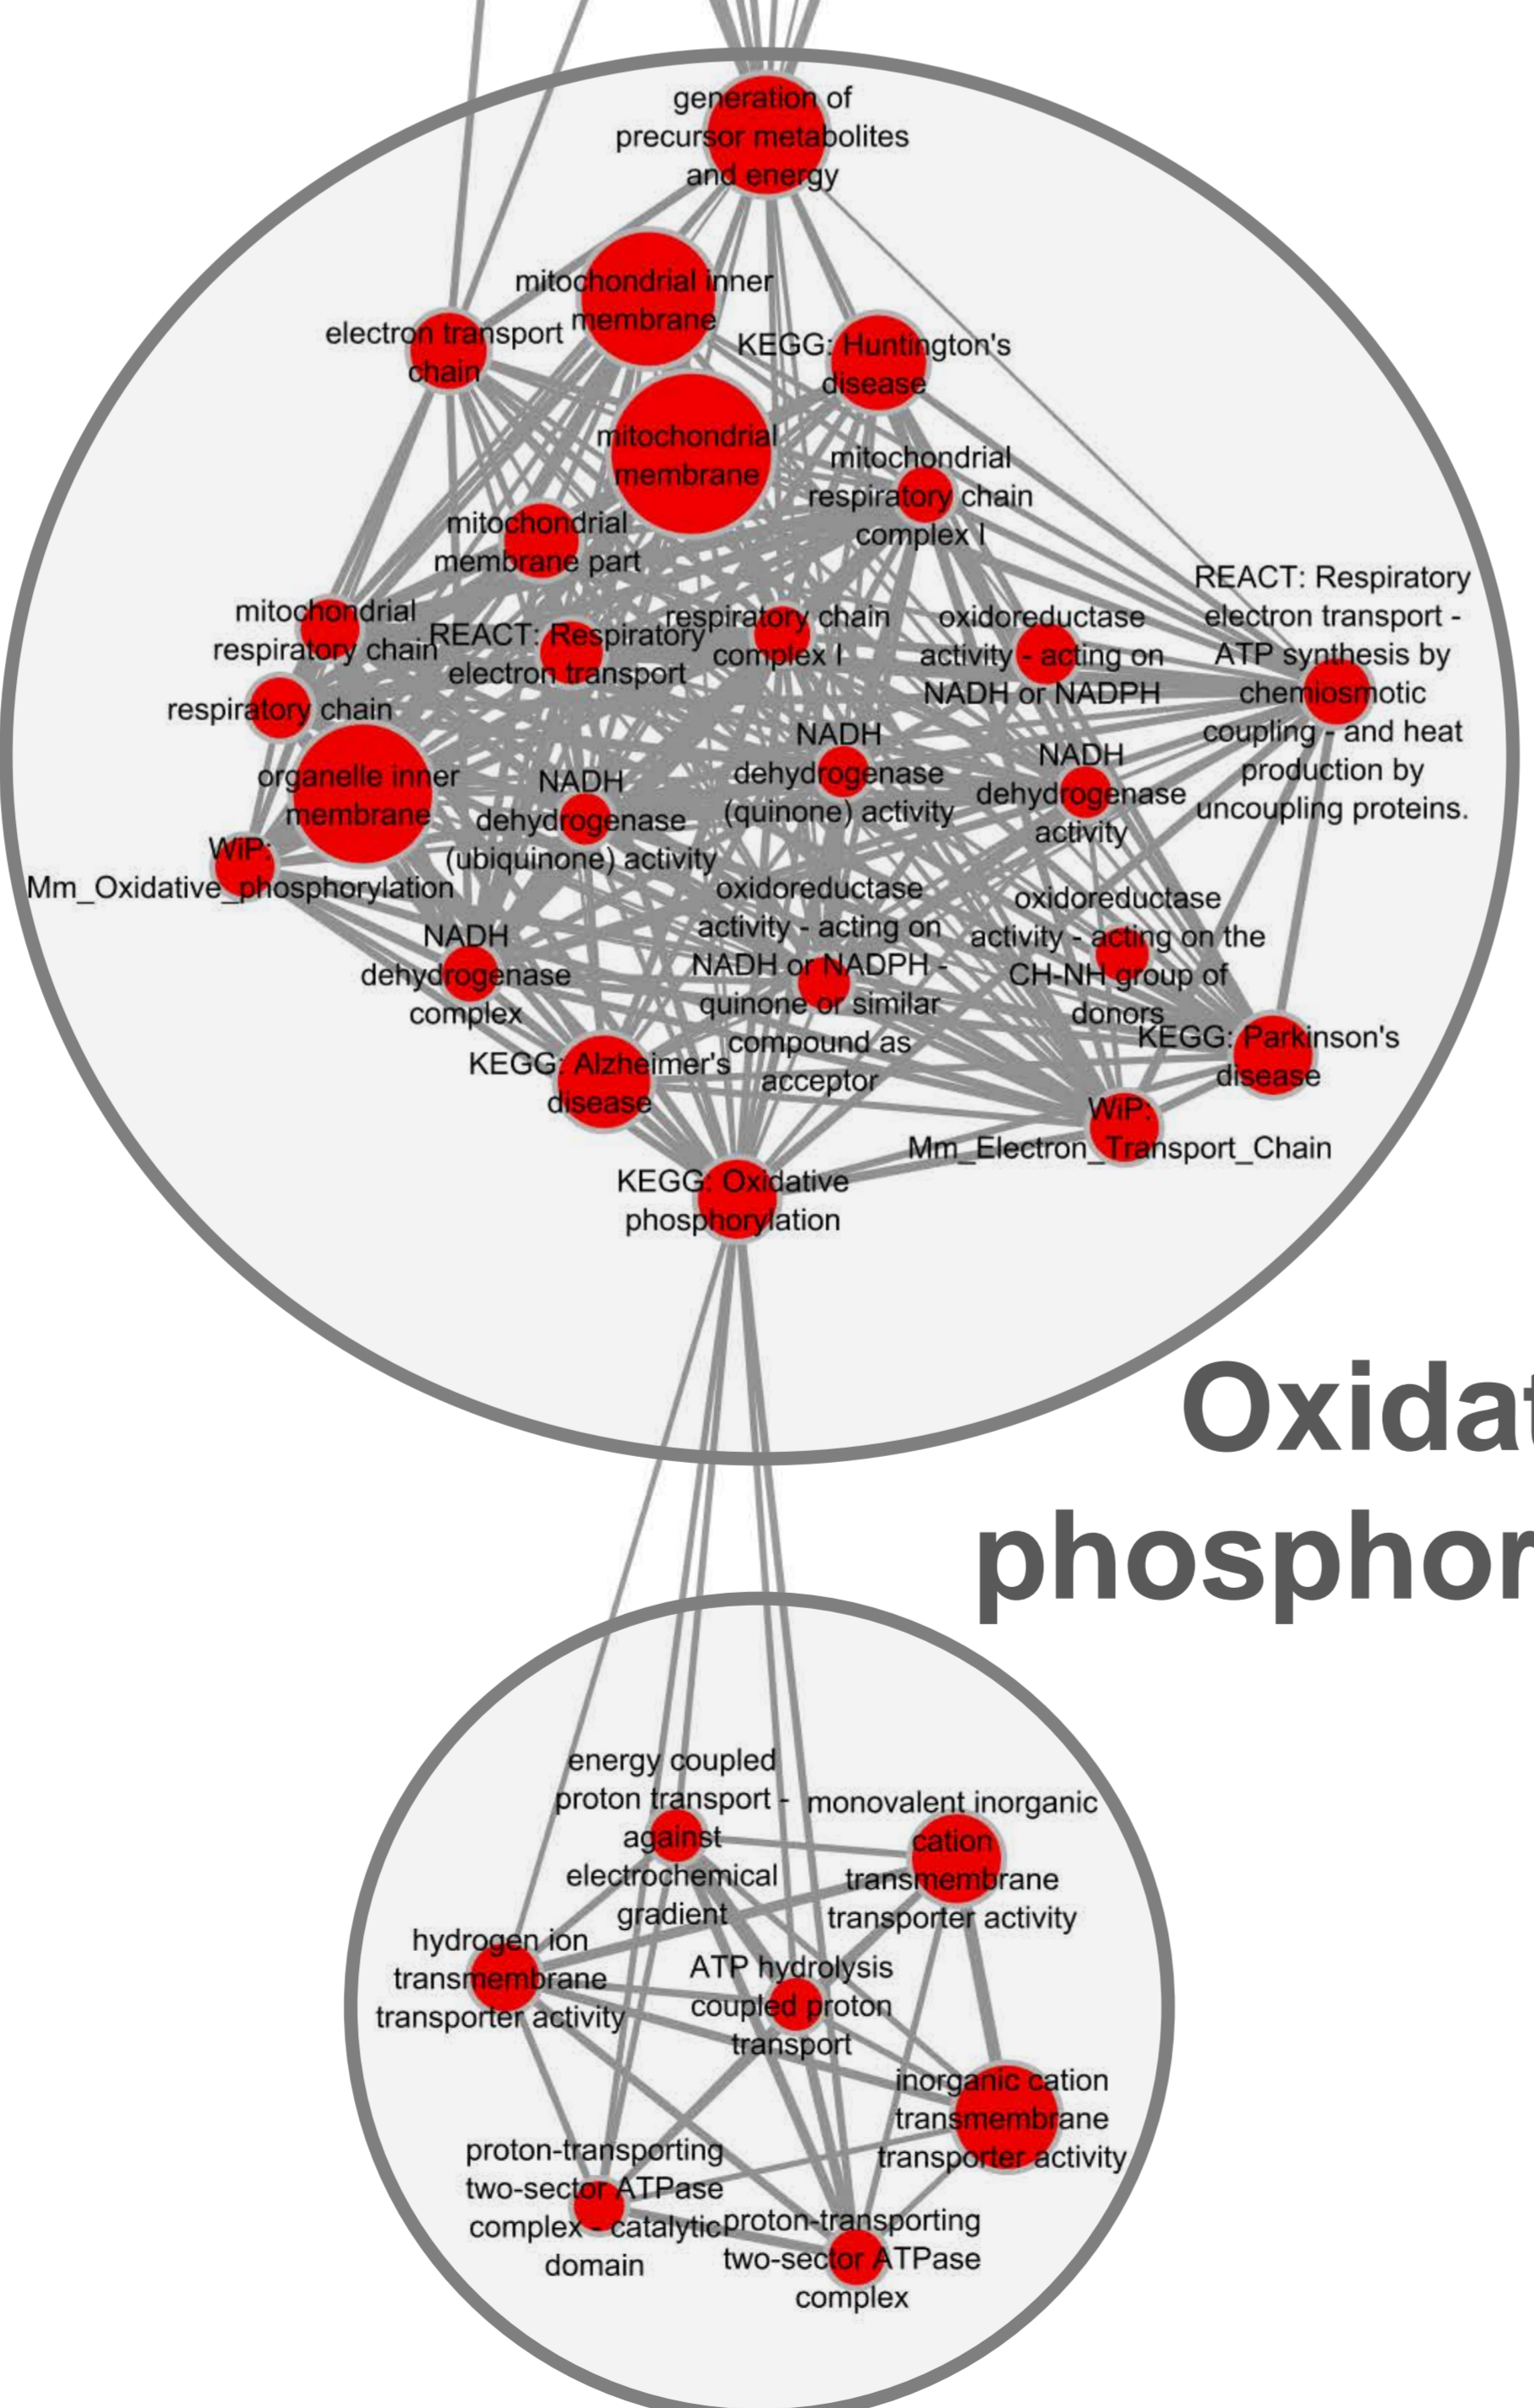

## Transmembrane transport

## Sterol metabolism

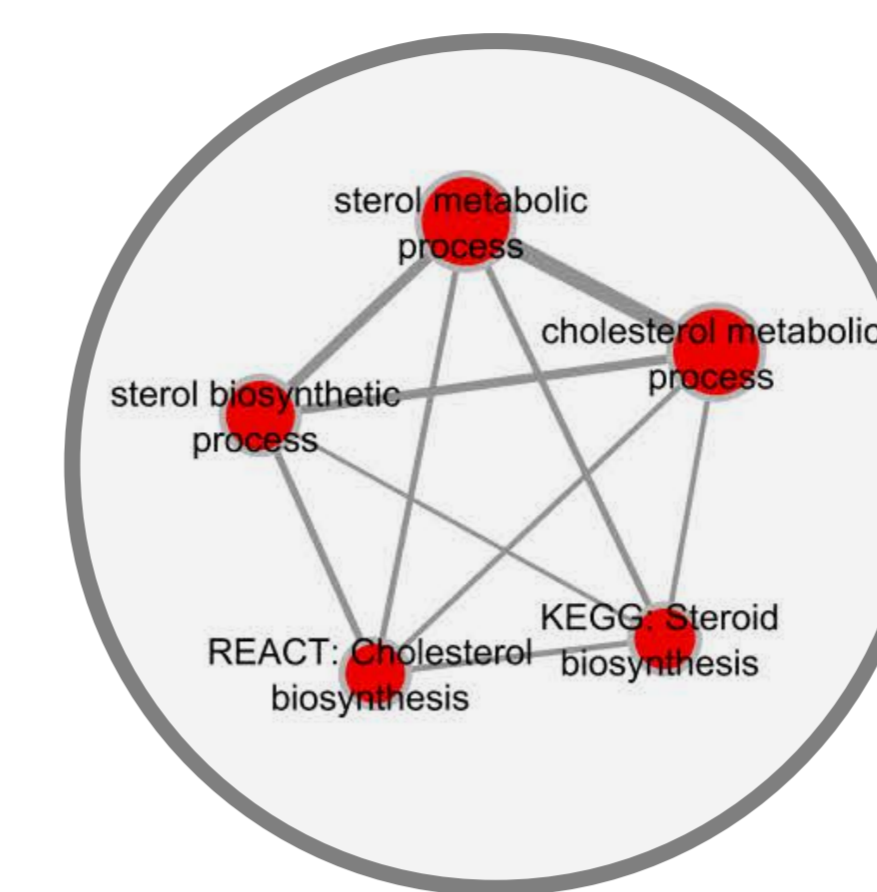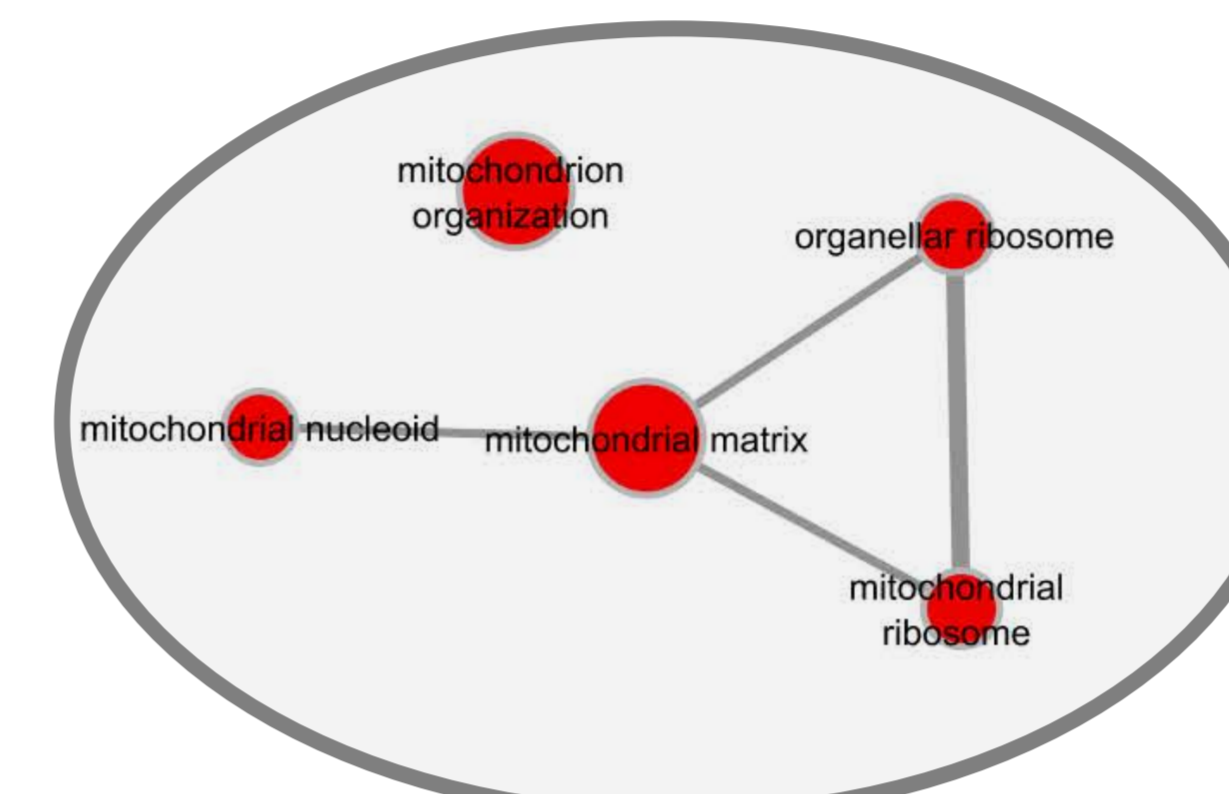

## Biosynthesis of mitochondria

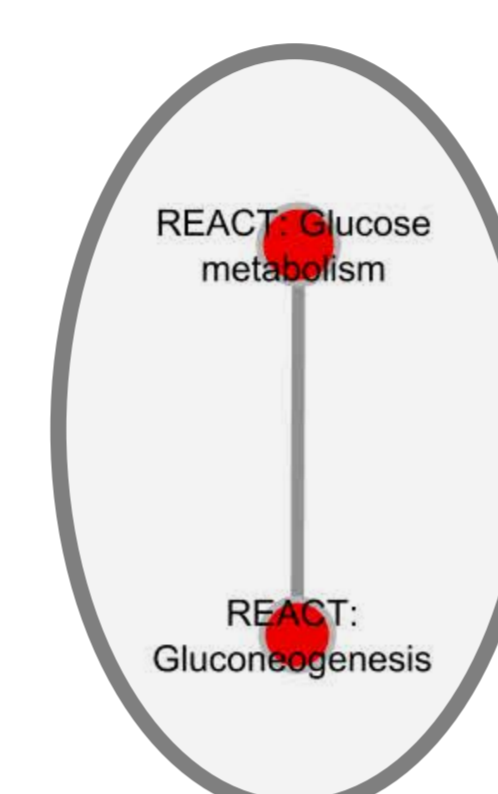

# Carbohydrate metabolism

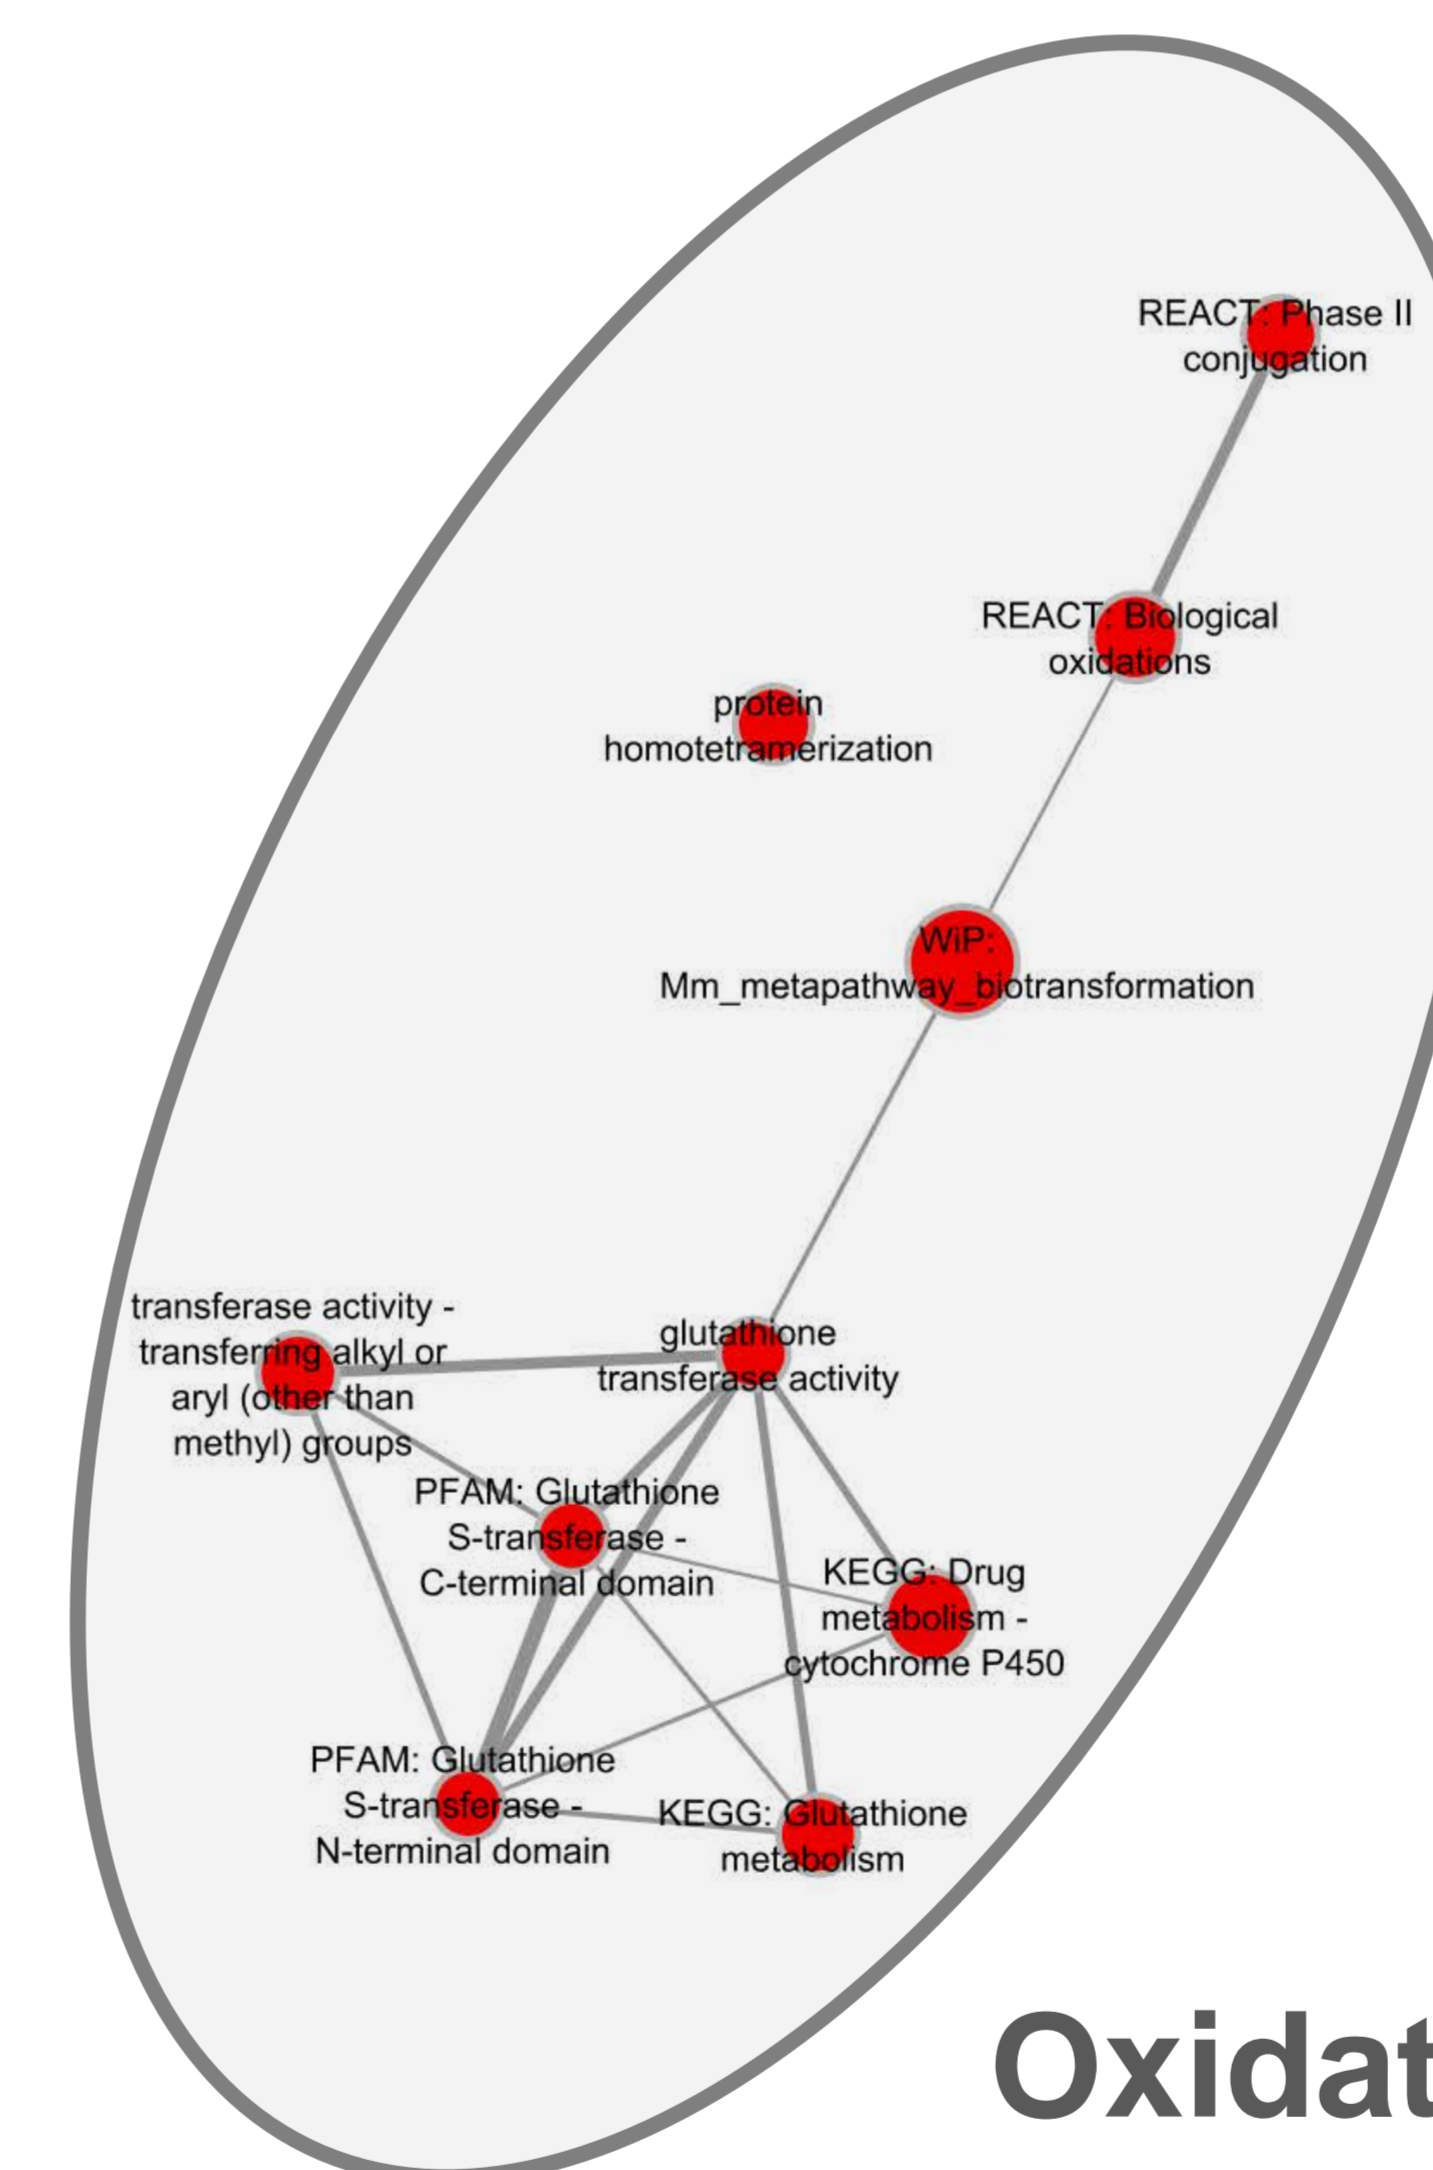

## Oxidative stress response

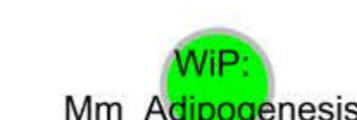

## Adipogenesis

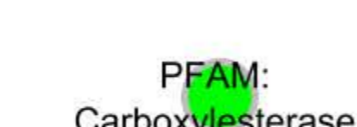

## Carboxylesterase

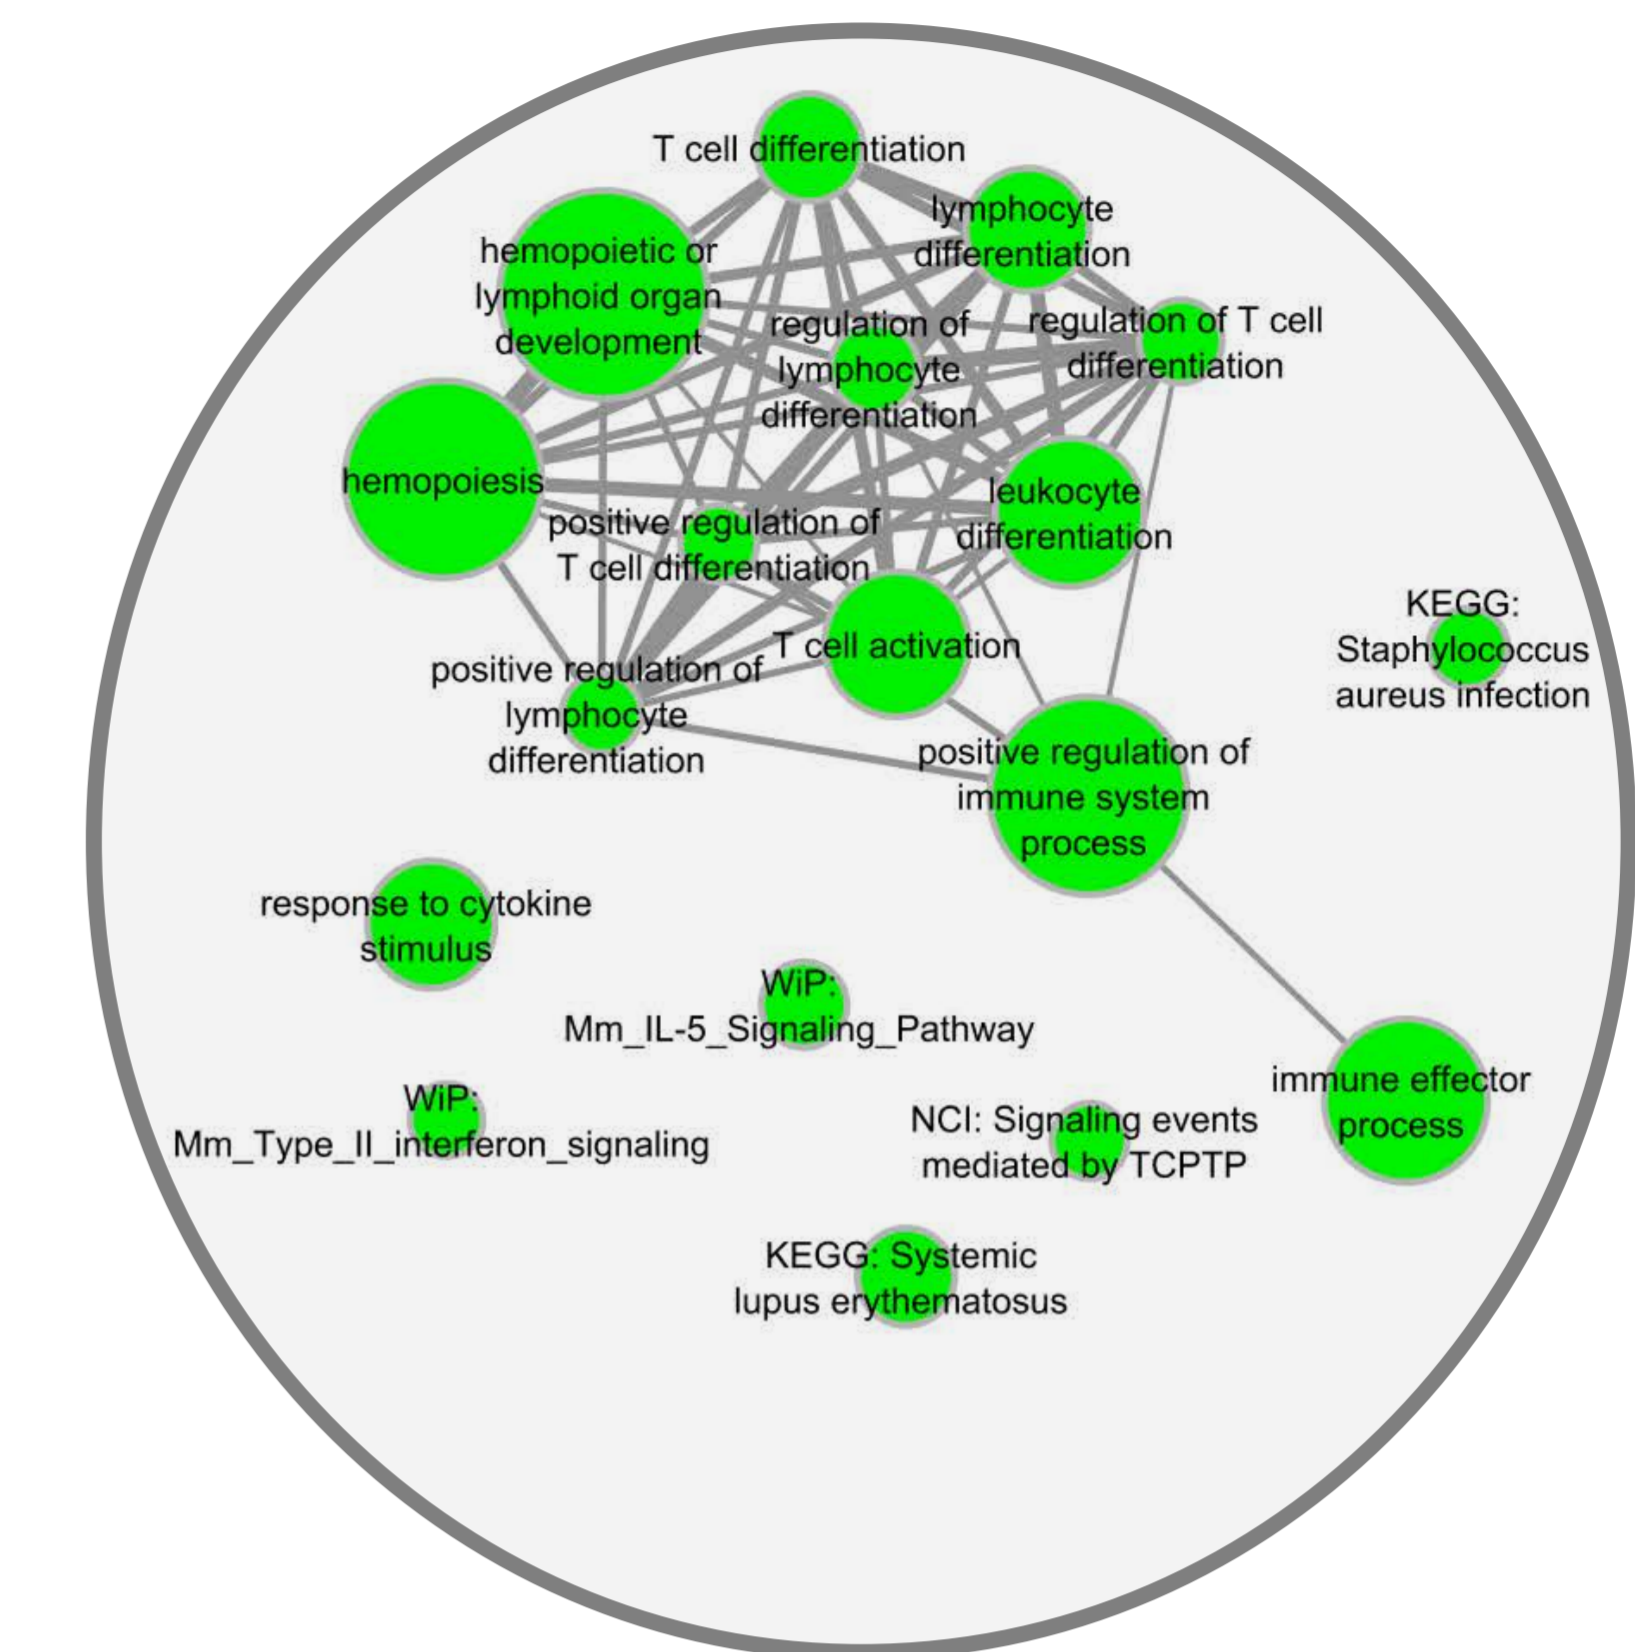

## Adaptive immunity

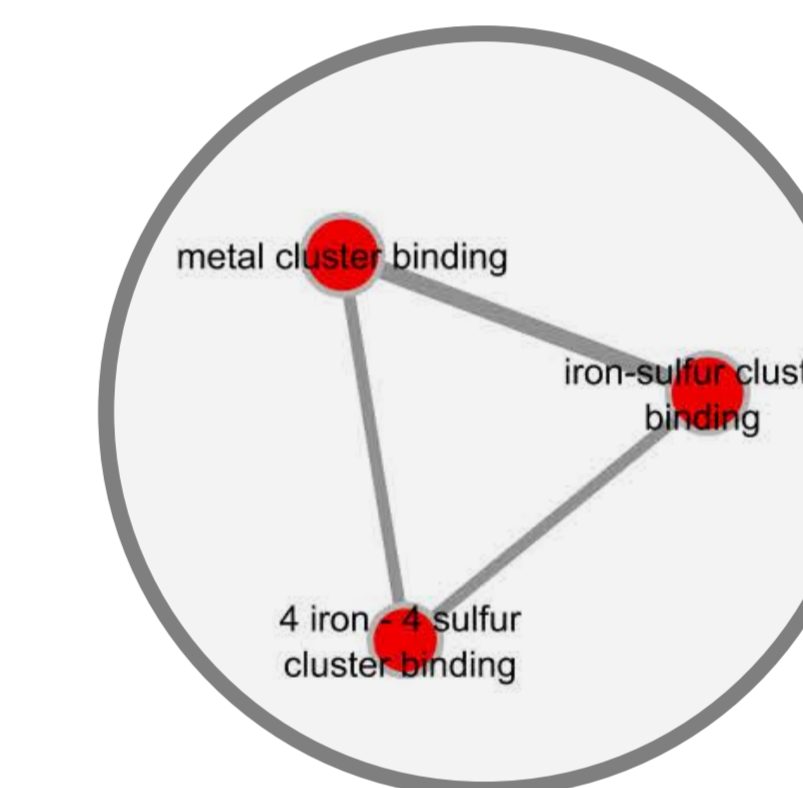

## Metal cluster binding

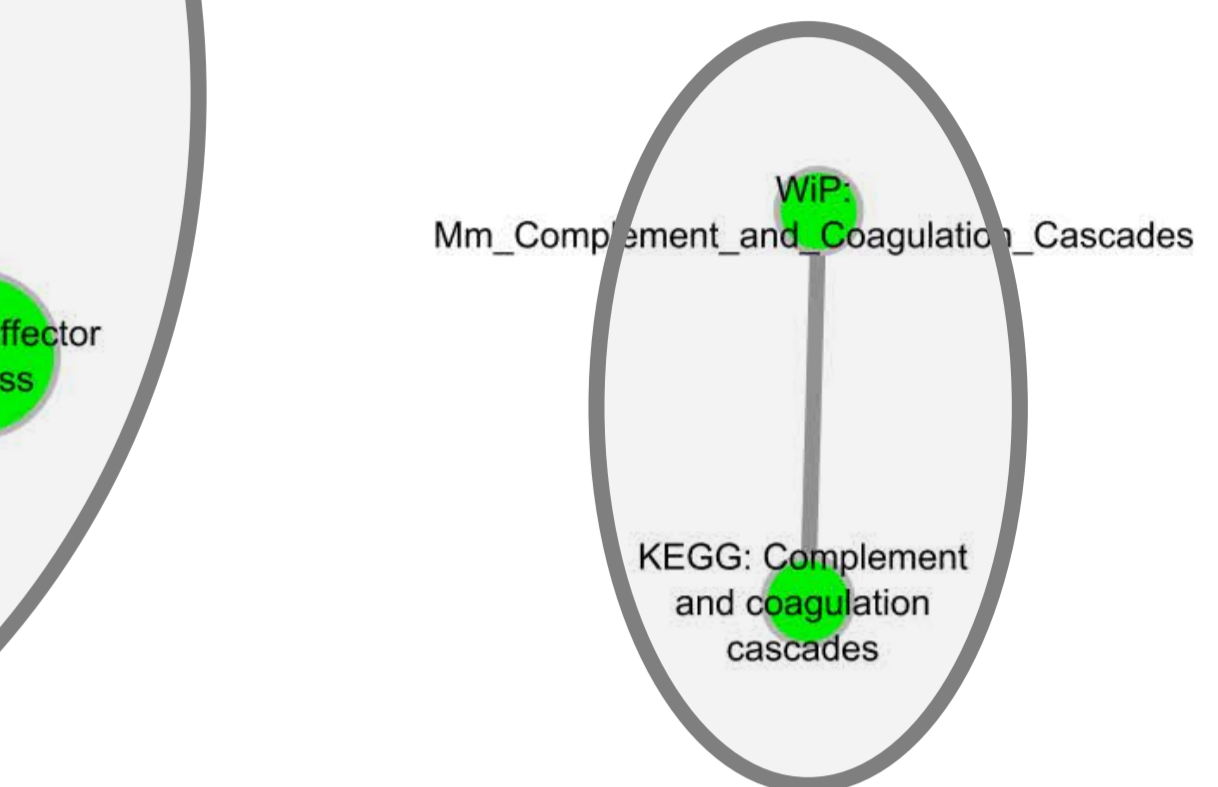

## Innate immunity

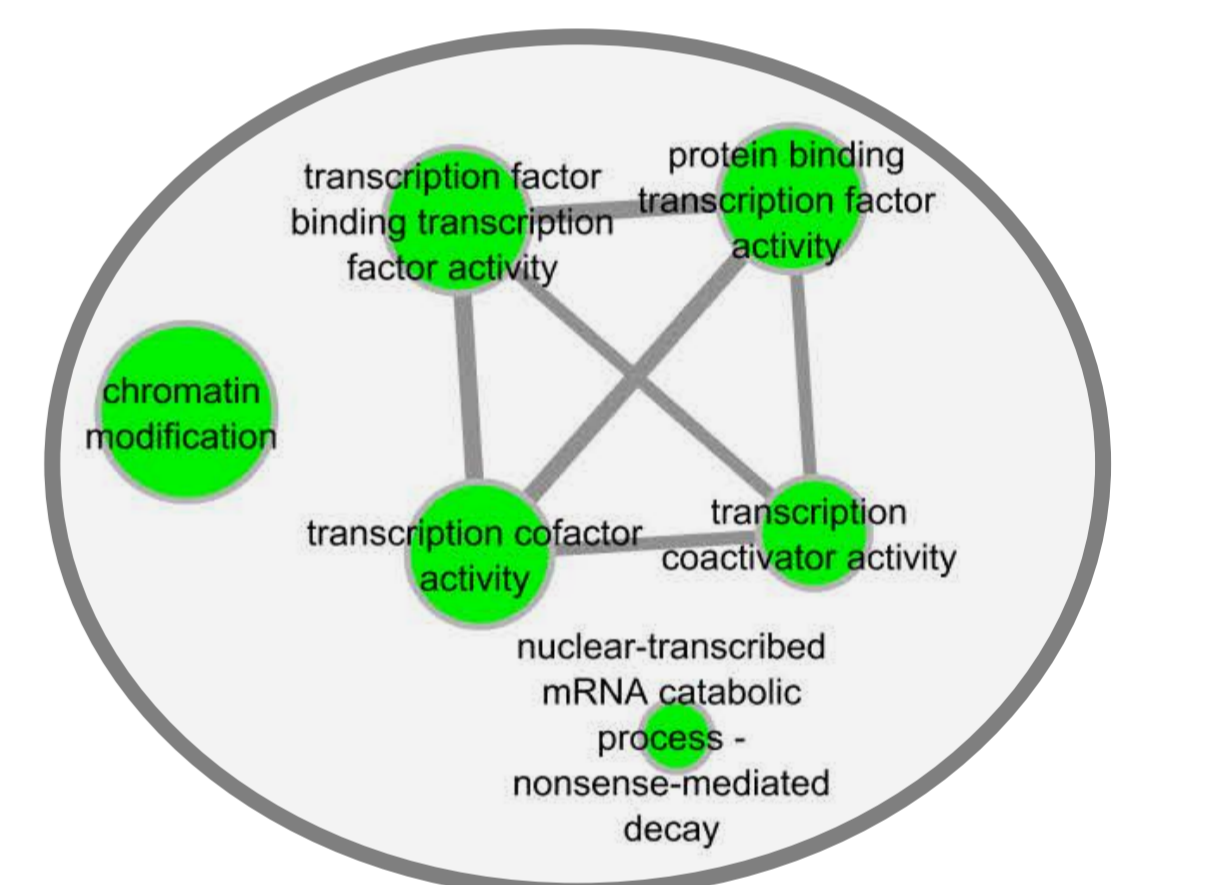

## Transcription

UP      DOWN

HP vs. NP diet

How the deposited data were processed for this re-analysis (not part of the article)

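Gene expression was measured in 9 pools of liver RNA, each made from 5 mice and hybridised to 1 Affymetrix Mouse Gene 1.0 ST array: the reference group at week 0 and the LF-NP, LF-HP, HF-NP and HF-HP groups after 1 and 12 weeks. The authors made the deposited values with the robust multiarray analysis (RMA), so they are background-corrected, quantile normalised and summarised per probe set on the log2 scale. The values span 1.41 to 14.46, and the medians of the genes tested differ by at most 0.064 between arrays. No other normalisation was applied. Background correction and summarisation were left as the authors made them, since scanner files were not used here. The arrays give no counts, and their number limits the precision.

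Probe sets with 1 gene symbol in the array annotation were kept, and for the 999 genes with several probe sets the one with the highest mean was taken. Of the 1851 probe sets left aside in this way, 28.9% had an HP minus NP difference of the opposite sign. Of the genes past the test, 2 (Acaca and Ciart) had another probe set, and 0 of these had the opposite sign. No filter on the level was applied.

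HP and NP pools were compared with limma 3.58.1 in R 4.3.3, with protein, fat and week as additive terms over the 8 diet pools, 4 of them HP and 4 NP. The reference pool stayed out of this fit, as it has no counterpart on the HP diets. Fat and week were taken from the same fit, and the interactions of protein with fat and with week from fits with 1 more term. P-values were adjusted by the Benjamini-Hochberg method over 19938 genes, with a threshold of 0.05. The fit has 4 residual degrees of freedom, and limma's prior adds 3.52. Since each diet and week has 1 pool, the residual spread also holds any interaction between the terms.

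The 59 gene lists, 1358 entries of which 147 have no value here, were fixed before the data were examined, as were the comparisons and the alternatives other than those named as added later. They were tested with camera at the preset correlation of 0.01, with camera at a correlation estimated per list, and, as a test added later, with the rotation test of limma (romer, 4999 rotations). The smallest unadjusted p of the rotation test between HP and NP pools was 0.0004. The interferon response, ATP synthase, glutathione S-transferase and urea cycle lists shared it, and so share an adjusted p of 0.0059. Each test was adjusted over the lists. The preranked test of fgsea 1.28.0 used 1000 permutations, lists with more than 15 and fewer than 500 genes, p under 0.005 and FDR under 0.1, as in the methods. The 7 sheets of Table S1 were tested in the same way apart from the lists. Within each list, p-values were also adjusted over the list alone. Log2 differences are HP minus NP throughout, and standard errors are those of limma. Matched comparisons set an HP against the NP pool of the same fat level and week.

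Genes were named by a rule: the 12 with the largest rise and the 12 with the largest fall among those past the test and of the same sign in the 4 matched comparisons, and for each list up to 4 members past the test or, where fewer than 2 passed, its first 3 members. A member that alone passed in its list is named too, and other genes are named as chosen after their values were seen. Zfp991 was named as the only gene past the test for week. The methods were tested on simulated data with the design of these pools, where 59.2% of genes with a log2 change of 0.5, 93.1% with 1 and 99.8% with 2 were called, and 5.01% of the calls were genes with no change. Lists shifted by 0.5 were called in 100% of cases with the preset and in 91.5% with an estimated correlation. The largest list median in the data was 0.30, for cholesterol synthesis, and smaller shifts of lists were not simulated. How often an estimated correlation calls shifts of the size seen here is thus not known.

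The alternatives were a fit without covariates, a filter that keeps genes above the median level, an intensity trend of the prior variance, array weights, centring of each array on its median, matched comparisons as blocks, the pools of 1 week or 1 fat level alone, leaving out each pool in turn, and a threshold of 0.1. Where a left-out pool leaves 1 pool of a diet and week without its counterpart, the fit pools the spread over the others. Fold changes against the reference pool were also computed with centred arrays and with the mean of the LF-NP pools as baseline. Other splits of the 8 diet pools into 4 and 4 were tested with the same fit, 33 of 35, since 2 coincide with fat or week. Tables and figures were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9. The measurements of food intake, body and tissue weight, plasma and liver lipids and VLDL production were not analysed here.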

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

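The tests in this part were set before the data were examined. Of the 88 genes that differed between HP and NP pools, 72 are in no sheet of Table S1, which holds the genes the study presents, 21 of them higher and 51 lower on HP. The sheets hold the other 16. Of 33 splits of the 8 diet pools into 4 and 4, only the real one gave as many genes, 88 against 1 in the highest other split. In the other splits the HP effect adds to the residual spread, which lowers their counts. In simulated data with no HP effect the highest of 100 counts was also 1, so chance can be excluded for the count. Among the 72 are Slc17a8, Gask1a and Osgin1, which fell, and Slc16a5, Etnppl and Noct, which rose.

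Zfp991 rose by 1.04 on the log2 scale from 1 to 12 weeks, in a comparison that the paper does not report for the arrays. Of 33 splits, 2 gave 1 gene or more, with 1 in the highest other split, so chance cannot be excluded for this count. Between HF and LF pools the count was 0, and 33 of 33 splits gave as many (highest other 1). Any split reaches a count of 0, so this does not test chance.

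In 6 of 104 groups of 4 pools, 1 pool lay far from the other 3, where chance gives 5.2 at 1 in 20, so that as many are to be had by chance. The gap to the nearest pool was 0.864 of the range for Slc16a5 in HP pools, where the LF-HP pool of 12 weeks had 8.05 and the others 9.09 to 9.26. For H1f2 in HP pools it was 0.831, with 10.04 in the LF-HP pool of 1 week and 10.44 to 10.52 in the others. The gluconeogenesis list in HP pools gave 0.898, through the LF-HP pool of 12 weeks. Among NP pools, Etnppl gave 0.943 with 9.97 in the HF-NP pool of 12 weeks and 10.30 to 10.32 in the others. Nnmt gave 0.954, with 10.86 in the LF-NP pool of 12 weeks and 11.15 to 11.17 in the others, and Gprin3 0.878, with 8.56 in the LF-NP pool of 1 week and 8.42 to 8.43 in the others.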

How the results depend on the processing

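The rotation test, the fit with a protein by fat term and the list tests for fat, week and interactions were chosen after results were seen. The 88 genes between HP and NP pools became 219 with genes above the median level (9969 tested), 152 with centred arrays, 140 with array weights and 208 at an adjusted p under 0.1. They became 39 with matched comparisons as blocks (37 shared), 0 in the 1 week, 12 week, LF or HF pools alone, where 1 residual degree of freedom is left, and between 1 and 36 with 1 pool left out. The other 3 alternatives, no covariates, an intensity trend and a protein by fat term, gave 74, 118 and 114. Of these, 53, 88 and 69 were among the 88. The array weight was lowest for the HF-HP pool of 12 weeks, 0.385, against 0.802 to 1.79 for the other diet pools. Of the 24 genes with the largest changes, 0 turned in direction under any alternative, but 8 were no longer called with matched comparisons as blocks, 9 to 23 with 1 pool left out, all 24 in the pools of 1 week or 1 fat level, and 1 without covariates. The 1 gene between weeks became 0 without covariates and 0 to 1 with 1 pool left out. The protein by fat interaction, with 0 genes, had 2 among genes above the median level, 1 with an intensity trend and 1 at an adjusted p under 0.1. HF against LF stayed at 0 and protein by week at 0 in all alternatives run.

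The 28 lists called by camera became 0 with an estimated correlation, 10 by rotation, and 14 and 13 by the preranked test on linear and log2 ratios, which tests 39 lists, 20 of the 28 among them, and were 19 to 30 with 1 pool left out. The count of 19, with 9 of the 28 not called, came without the HF-HP pool of 12 weeks. Array weights were not applied to the list tests, so the effect of that pool's low weight on them was not tested. Without covariates 2 of the 28 were not called (ATF4 targets and MHC class II). Among genes above the median level 3 were not called (cell cycle, histones, and T and NK cell markers), and with centred arrays or matched comparisons as blocks 0. Centred arrays added a call of the NRF2 targets (adjusted p = 0.0480). In the pools of 1 week or 1 fat level alone, 14 of the 28 were not called in at least 1 of these 4 parts, and 18 of the other 31 lists were called in at least 1. The direction that camera gave turned for 10 lists called in all pools or in a part of them. Their medians in the 1 week pools alone were -0.0503 for ribosomal proteins and -0.0607 for ribosome biogenesis, and in the 12 week pools alone -0.17 for acute phase proteins and 0.0632 for translation factors. In the LF pools alone these were -0.00589 for ATF4 targets, -0.0194 for the cell cycle, -0.15 for endothelial markers and 0.0821 for the unfolded protein response, and in the HF pools alone -0.0876 for P450 genes and 0.14 for macrophage markers. Of called lists whose direction by camera held, the median turned to -0.0340 for gluconeogenesis and -0.0118 for iron-sulfur proteins in the LF pools, and to -0.0072 for mitochondrial biogenesis in the 1 week pools. Against the mean of the LF-NP pools, the median fold of Adaptive_immunity genes was 0.918 in HP and 0.992 in NP pools, of Adipogenesis genes 0.987 in NP, and of fatty acid oxidation genes 1.02 in HP and 1.01 in NP pools. With centred arrays the NP pools gave 0.998 for Adaptive_immunity and 0.984 for Adipogenesis. Apart from the fewer genes, pools or lists named, the cause was not tested. Array signal close to background limits dim genes: T and NK cell markers have a median level of 4.69, against 5.85 for all genes.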

Differences from the paper's values

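All 88 values compared, medians or folds over the reference pool from the paper's Table S1, lay within 1.5-fold of the paper's. The sheet medians ran only from 0.864 to 1.16 in Table S1 and from 0.896 to 1.14 here. The limit of 1.5-fold thus cannot show a mismatch in them. The 19938 genes analysed here are fewer than the paper counts on the array. With the mean of the LF-NP pools as baseline, an alternative set before the data were examined, 5 of 88 folds differed, those of Acmsd in the HF-NP pool of 1 week and of Inhba in 4 pools, and with centred arrays 0 did.

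Some directions differ from those in the paper's text. The text places serine protease inhibitors among the gene sets enriched by HP feeding, while in Fig. 4 the node of that name has the colour of enrichment by NP feeding. Here the serpin list was lower on HP by a median of -0.10, in 4 of 4 matched comparisons. No alternative turned it, but its camera call was lost in the LF pools alone (adjusted p = 0.160) and with an estimated correlation (adjusted p = 0.268). The text places metal cluster binding among the sets enriched by NP feeding, while its node in Fig. 4 has the colour of enrichment by HP feeding. Here camera placed iron-sulfur cluster proteins higher on HP, by a median of 0.05, with 1 of 23 genes at an unadjusted p under 0.05, and did not call them in the LF pools alone (median -0.01, adjusted p = 0.101), in the 1 week pools alone (adjusted p = 0.0913), without the HF-HP pool of 12 weeks (adjusted p = 0.0954) or with an estimated correlation (adjusted p = 0.475), nor did the rotation test (adjusted p = 0.292). The paper states no enrichment of de novo lipogenesis, for gene sets taken from databases. The list here was fixed for these tests, holds 19 genes, and was adjusted over 59 lists by camera and 39 by the preranked test. The results are thus not directly comparable. Camera and the preranked test on the paper's ratio (FDR 0.0063, its lowest value and shared with other lists) placed this list lower on HP. It was not called with an estimated correlation, in the HF pools alone (adjusted p = 0.0601), without the LF-HP pool of 1 week or by the rotation test, the last of which was chosen after the values were seen and keeps 10 of the 28 lists that camera calls. The paper lists translation among the clusters enriched by HP feeding and elsewhere states that genes of protein synthesis were not modified. Here 0 of 4 lists of protein synthesis were called in all pools, and all 4 were higher in the 12 week pools alone, with adjusted p of 0.00873 for ribosomal proteins, 0.0227 for factors, 7.9e-05 for ribosome biogenesis and 0.0411 for tRNA synthetases. In the 1 week pools alone 3 were lower, ribosomal proteins by a median of -0.05 (adjusted p = 0.016), factors by -0.07 (adjusted p = 0.00236) and ribosome biogenesis by -0.06 (adjusted p = 0.0118), and in the LF comparison of 12 weeks the medians were 0.003, -0.03, -0.03 and -0.05 in the order of the 4 lists above. These calls are at the preset correlation, where camera also called the difference between weeks for all 4 (adjusted p from 9.35e-08 to 0.0268). That difference was called for none of the 4 with an estimated correlation (adjusted p = 0.769) or by rotation (0.552 to 0.773). At the preset correlation ribosome biogenesis (median 0.10, adjusted p = 0.0267) and tRNA synthetases (0.14, 0.00659) were higher in the HF pools alone. Their difference between fat levels was called there too (0.0210 and 0.00187), but not with an estimated correlation or by rotation.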

Other observations

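The tests of lists for fat, week and interactions, the splits by the rotation test and the tests of explanations by hepatocyte markers, carbohydrate, leukocyte markers and the clock were chosen after the results were seen, as were the genes named here outside the rule. Gene groups that the paper does not discuss were tested too, and no list in this paragraph was called with an estimated correlation or by rotation. Among zone markers of the liver lobule, Lgr5 and Aldh1b1 passed, while Glul had an HP minus NP difference of -0.10, Cyp2f2 of -0.04 and Axin2 of -0.08, and the list of 15 had a median of 0.07 (camera adjusted p = 0.0675). Among 20 lipid droplet genes, Lpl passed, Cd36 had 1.14 (adjusted p = 0.0515), Plin2 -0.18 and Cidec -0.04, with a median of 0.05 (camera adjusted p = 0.0164, adjusted p = 0.351 with an estimated correlation), a call lost without the LF-HP pool of 1 week or the HF-HP pool of 12 weeks (adjusted p up to 0.142) and in the 1 week or the HF pools alone (0.113 and 0.414). Alas1, which starts haem synthesis, rose by 0.49 (adjusted p = 0.0379) among 22 P450 genes, of which Cyp2b10 had 1.24 (adjusted p = 0.322), Cyp3a11 -0.79 and Cyp2c55 0.15. Cell cycle genes had medians of -0.01 and -0.05 on LF and 0.40 and 0.20 on HF diets at 1 and 12 weeks (all pools 0.16, camera adjusted p = 0.000197, adjusted p = 0.504 with an estimated correlation), a call lost without the HF-HP pool of 1 week (adjusted p = 0.0789) in the 12 week or the LF pools alone (0.0621 and 0.649) and among genes above the median level (0.0713). Histones had a median of -0.10 (camera adjusted p = 0.0272, adjusted p = 0.268 with an estimated correlation), a call lost without any of the 4 pools of 12 weeks (adjusted p up to 0.114) in the 1 week, LF or HF pools alone (0.446, 0.0562 and 0.238) and among genes above the median level (0.0662). Camera did not call bile acid genes (-0.06), the unfolded protein response (-0.05), the proteasome (-0.01), sex-biased genes (0.01), the circadian clock (-0.03), or markers of endothelium (-0.02), stellate cells (-0.005), cholangiocytes (-0.04), erythroid cells (-0.07), pancreatic acini (-0.04) or muscle (0.07).

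Other enzymes of fructose and glycerol metabolism, Tkfc and Gpd1, fell on HP by 0.63 and 0.48. Between HF and LF pools camera called 12 lists, among them cholesterol synthesis (0.33), macrophage markers (0.21) and MHC class II (0.40). De novo lipogenesis (-0.11, adjusted p = 0.000988) and glycolysis and glycogen (-0.05, 0.0498) were also among these 12. Between 12 weeks and 1 week camera called 26, among them fatty acid oxidation (-0.20), the proteasome (-0.13) and aminotransferases (-0.20). Neither comparison had a call with an estimated correlation or by rotation, where the smallest adjusted p were 0.755 and 0.177.

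Other splits of the pools bear on the list tests. Of 33 splits, 7 gave as many lists by camera at its preset correlation as the real one, 28 against 30 in the highest other split and a median of 16.5, so chance cannot be excluded for that count. For the Table S1 sheets 17 of 33 splits gave as many, 6 against 7 in the highest other split. By the rotation test, here with fewer rotations, 1 of 33 splits, the real one, gave as many of the 59 lists, 12 against 0. For the sheets it was also 1 of 33, 6 against 0, on genes that the study chose on the real split, so the sheets do not test chance. In the other splits the HP effect adds to the residual spread, which lowers their counts. These splits alone thus cannot exclude chance for the count of fixed lists.

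The 7 genes of lipogenesis and glycolysis that fell on HP had a median of -0.56. Hepatocyte markers had -0.00911 (SD 0.145, 12 genes). Their median level was 13.4, near the top of the range, where bringing all arrays to 1 distribution limits shifts. The markers thus cannot decide on less hepatocyte RNA in the HP pools. A normalisation that compresses bright genes would lower genes of the same level alike. The 819 other genes in the range of levels had a median of -0.00203 (SD 0.193). All arrays were brought to 1 distribution, which by itself holds that median close to 0. The median thus cannot decide on this explanation for the 7 genes. A candidate explanation is carbohydrate, which supplies 35% of energy less in HP than in NP diets and 25% less in HF than in LF diets. Their HF minus LF differences, none past the test, had a median of -0.24 and were negative in 7 of 7, where a fall in proportion to carbohydrate would give -0.40. More protein and less carbohydrate cannot be told apart as causes, since each HP diet has both and the proportion is an assumption.

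Lower interferon response genes on HP may reflect fewer leukocytes in the liver. Macrophage markers had a median of 0.138 in the HF pools (standard error 0.238 with the correlation between the genes, 0.26 at 1 and 0.03 at 12 weeks), next to -0.17 for interferon genes, and of -0.393 in the LF pools, next to -0.30. Fewer macrophages thus stay open in the LF pools, and in the HF pools they cannot be told apart from a change in expression, since the HF median lies within its standard error of 0. T and NK cell markers had a median of -0.132 and a level below that of most genes, so a change in these cells cannot be told apart from a change in expression.

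Higher Ciart and Noct could come from pools taken at another phase of the clock. The other 15 clock genes had a median absolute difference of 0.106 (SD 0.140), against 0.636, which is 50% of the mean rise of Ciart and Noct, but 6 of the 16 clock genes had an unadjusted p under 0.05, where all genes gave 2045 of 19938, and Hlf and Bhlhe40 were lower when adjusted over the list alone. A shift of the clock thus cannot be told apart from a change of these genes alone, since members of the clock need not move by the same amount. Per1 had 0.42 (adjusted p = 0.395), Dbp 0.19 and Arntl -0.11. A change of these genes with HP feeding apart from the clock is a hypothesis, found and tested on the same data.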
